# Dominance modifiers at the Arabidopsis self-incompatibility locus retain proto-miRNA features and act through non-canonical pathways

**DOI:** 10.1371/journal.pgen.1012127

**Published:** 2026-04-20

**Authors:** Rita A. Batista, Eléonore Durand, Monika Mörchen, Jacinthe Azevedo-Favory, Samson Simon, Manu Dubin, Vinod Kumar, Eléanore Lacoste, Corinne Cruaud, Christelle Blassiau, Matteo Barois, Anne-Catherine Holl, Chloé Ponitzki, Nathalie Faure, William Marande, Sonia Vautrin, Isabelle Fobis-Loisy, Jean-Marc Aury, Sylvain Legrand, Ute Krämer, Thierry Lagrange, Xavier Vekemans, Vincent Castric

## Abstract

Self-incompatibility in flowering plants is a common mechanism that prevents self-fertilization and promotes outcrossing. In Brassicaceae, the self-incompatibility locus is highly diverse, with many alleles arranged in a complex dominance hierarchy and exhibiting monoallelic expression in heterozygote individuals. Monoallelic expression of the pollen self-incompatibility gene is achieved through the action of sRNA precursors that resemble miRNAs, although the underlying molecular mechanisms remain elusive. Here, we engineered *Arabidopsis thaliana* lines expressing components of the *Arabidopsis halleri* self-incompatibility system, and used a reverse genetics approach to pinpoint the pathways underlying the function of these sRNA precursors. We showed that they trigger a robust decrease in transcript abundance of the recessive self-incompatibility genes, but not through the canonical transcriptional or post-transcriptional gene silencing pathways. Furthermore, we observed that single sRNA precursors are typically processed into hundreds of sRNA molecules with a variety of sizes, abundance levels and ARGONAUTE loading preferences. Our results suggest that these seemingly arbitrary processing characteristics are essential for establishing the self-incompatibility dominance hierarchy, as they enable a single sRNA precursor from a dominant allele to effectively repress multiple recessive alleles, thus providing a unique example of how small RNAs mediate gene silencing within a highly complex regulatory network.

## Author summary

Many plants avoid self-fertilization through a system of self-incompatibility, which allows them to recognize and reject their own pollen. In plants like those in the Arabidopsis family, self-incompatibility operates through a “lock-and-key” system: the female part of the flower is the lock, and pollen carries the key. To successfully fertilize different plants, pollen must express only one type of key, while silencing other versions present in its genome. This silencing, known as dominance, is controlled by small RNA molecules produced from small RNA precursors, similar to microRNAs. However, how small RNAs achieve this selective silencing has remained unclear. To address this, we engineered *Arabidopsis thaliana* - a species that does not naturally have self-incompatibility - to carry genes from a related self-incompatible species and studied the small RNAs they produce. We found that each precursor generates hundreds of small RNAs with different sizes and properties, which are collectively important to silence “unwanted” key variants present in pollen, and surprisingly, these RNAs do not follow the typical silencing pathways. Our work provides a new insight into how plants control the expression of the lock-and-key components required for self-incompatibility, a system that ensures successful reproduction and the maintenance of genetic diversity.

## Introduction

Self-incompatibility is a widespread self-recognition mechanism in hermaphroditic flowering plants that prevents selfing and enforces outcrossing. In Brassicaceae, self-pollen recognition is controlled at the sporophytic level by a single non-recombining self-incompatibility locus (*S-*locus) containing two protein-coding genes: the female component encoding a trans-membrane receptor (SRK) expressed in papillae cells, and the male component consisting of an SCR peptide (referred to as SP11 in the Brassica nomenclature) produced in the anther tapetum and deposited on the surface of the pollen grains. The SRK and SCR proteins function as a receptor-ligand system, such that pollen germination is stopped when a pair of cognate SRK and SCR proteins interact upon pollen deposition on the pistil. This process relies on a cascade of signaling events involving additional, non-*S*-locus proteins, and ultimately prevents self-fertilization [1–5]. The *S-*locus has been subject to an intense long-term balancing selection, which favors the maintenance of a high number of distinct *S-*alleles [6–9]. Although heterozygosity is typically very high at the *S-*locus, monoallelic expression of the male *SCR* gene is the rule, following a transitive and mostly linear dominance hierarchy among *S-*alleles [10–12]. These dominance interactions increase reproductive success at the level of the diploid individual by ensuring that only one of the two *SCR* alleles is expressed in pollen. As a result, pollen is rejected only by pistils expressing the same allelic specificity, rather than by pistils carrying either of the two specificities present in the heterozygote male, thereby increasing the number of compatible mating partners [13]. In *Arabidopsis lyrata* and *A. halleri*, respectively, 56 and 43 *S-*alleles have been documented so far [7,14], which are divided into four main dominance classes - class IV being the most dominant and class I the most recessive [15,16].

Underlying these dominance interactions are dominance modifiers - genetic elements dedicated to altering dominance relationships between other alleles in *trans* [17]*.* In the particular context of the self-incompatibility system these dominance modifiers are located in the *S*-locus and take the form of sRNA-generating loci that are hypothesized to modulate the expression of the *SCR* gene [18]. Similarly to miRNAs genes, these loci are transcribed into an RNA molecule that is predicted to fold and form a hairpin structure, which is subsequently cleaved into sRNAs. In *A. halleri*, eight distinct families of sRNA precursors, defined based on sequence similarity, are predicted to regulate dominance interactions both between and within the four *S*-allele dominance classes [19]. Interestingly, in Brassica where only two dominance classes exist, only two sRNA precursor families have been identified [12,20–22], suggesting that there is an association between the complexity of the dominance network and the total number of dominance modifiers. The two sRNA precursors of Brassica (*Smi* and *Smi2*) have each been suggested to produce a 24-nt sRNA with sequence similarity to the 5’ region of *SCR.* The presence of this sRNA is associated with decreased expression of the recessive *SCR* allele, as well as the deposition of DNA methylation within and around the targeted region in tapetum cells [20–22]. DNA methylation at the targeted allele is established during pollen development and reaches maximal levels at the stage when *SCR* is normally expressed, consistent with a role in transcriptional repression. This has led to the hypothesis this 24-nt sRNA mediates *de novo* DNA methylation at the *SCR* locus, although the underlying molecular mechanisms remain unclear. This is reminiscent of what is observed in several plant species where 21/24-nt sRNAs derived from miRNAs genes or inverted repeats can be loaded onto proteins of the ARGONAUTE4 (AGO4) clade and subsequently elicit *de novo* DNA methylation at target loci, such as transposable elements (TEs) or protein-coding genes, through the RNA-directed DNA Methylation (RdDM) pathway [23–27]. *De novo* DNA methylation mediated by the RdDM pathway could represent a general mechanism for *SCR* repression in the Brassicaceae self-incompatibility system. However, DNA methylation at recessive *SCR* loci has so far only been demonstrated for *Smi* and *Smi2* [20–22], and the mechanisms underlying its deposition remain unexplored.

In Brassica, the dominance hierarchy of *S*-alleles was proposed to rely on the combinatorial effect of single nucleotide variants at the *Smi* and *Smi2* sequences and at their respective *SCR* target sites [21]. In Arabidopsis, where more dominance classes exist, the dominance network is hypothesized to rely on two properties: i) recessive alleles carry more target sites and these sites are more generalist (*i.e.,* they are targeted by more sRNA precursors families than dominant alleles); and ii) sRNA precursors of dominant alleles are more generalist (*i.e.,* they target a higher number of alleles than those sRNA derived from precursors in more recessive alleles) [19]. Despite this observation, the molecular features allowing sRNA precursors to have a broad targeting spectrum remain to be identified. In addition, among the eight families of sRNA precursors previously predicted to control the dominance hierarchy in Arabidopsis, only one has been subject to formal experimental validation [19].

In this study, we aimed at identifying the molecular pathway underlying the sRNA-mediated dominance interactions between *S-*alleles in Arabidopsis. To achieve this, we engineered and characterized a series of *A. thaliana* lines recapitulating the self-incompatibility phenotype of *A. halleri*, and used these lines to show that two different sRNA precursors from dominant *A. halleri S*-loci trigger a decrease in abundance of recessive *SCR* transcripts. We thus provide direct proof that this heterologous approach can be used to validate sRNA precursor function, both at the phenotypic and at the molecular level. This system further allowed us to investigate the molecular basis of *SCR* transcript repression by *S*-locus sRNA precursors. Because the precursors we investigated target non-coding regions of *SCR*, and since *Smi* and *Smi2* have been previously shown to trigger *de novo* DNA methylation at SCR target sites in Brassica [20–22], we tested whether key components of the canonical RdDM pathway are required for *S*-locus sRNA precursor function in Arabidopsis. We specifically examined the roles of the ARGONAUTE proteins AGO4 and AGO6, as well as the POLIV and POLV subunits of the DNA-dependent RNA polymerase. Our analyses indicate that none of these components are required for the activity of the sRNA precursors, suggesting that they act independently of the canonical RdDM pathway.

Additionally, we reveal that despite their structural similarity to miRNAs, *S-*locus-derived sRNA precursors produce a large population of sRNAs with different sizes, sequences, ARGONAUTE loading preferences and target sites. We show that this molecular heterogeneity is important to maximize the number of targeted *S*-alleles, thus allowing one dominant allele to silence multiple recessive alleles. Overall, our results show how the distinctive molecular features of *S*-locus sRNAs contribute to effective gene silencing within a complex regulatory network, shedding light on their role in shaping dominance interactions in the context of an important reproductive phenotype.

## Results

### The sRNA precursors Ah04mir1887 and Ah20mirS3 control dominance interactions at the *S*-locus by decreasing the transcript level of the recessive *SCR01* allele

To study in detail the molecular mechanisms controlling the activity of dominance modifiers in the self-incompatibility system of *A. halleri*, we first recreated the self-incompatibility reaction of *A. halleri* in the selfing species *A. thaliana*, since the latter is a more tractable study model (Fig 1). To do this, we expressed the *SRK01* receptor and its cognate *SCR01* ligand in pistil and pollen donors, respectively [19,28,29]. Manual crosses between these plants revealed that the germination of pollen from a *SCR01*-expressing male was abolished when deposited on pistils of an *SRK01*-expressing female, the hallmark of a self-incompatible reaction (Figs 1C and 1D, WT panels, and S7). Given the challenges faced in prior studies to reconstruct this reaction in the Col-0 ecotype, all *A. thaliana* plants used in this study are of the C24 ecotype, where the self-incompatibility can be faithfully recreated as shown both in this, and in other studies [28,30,31].

**Fig 1:**
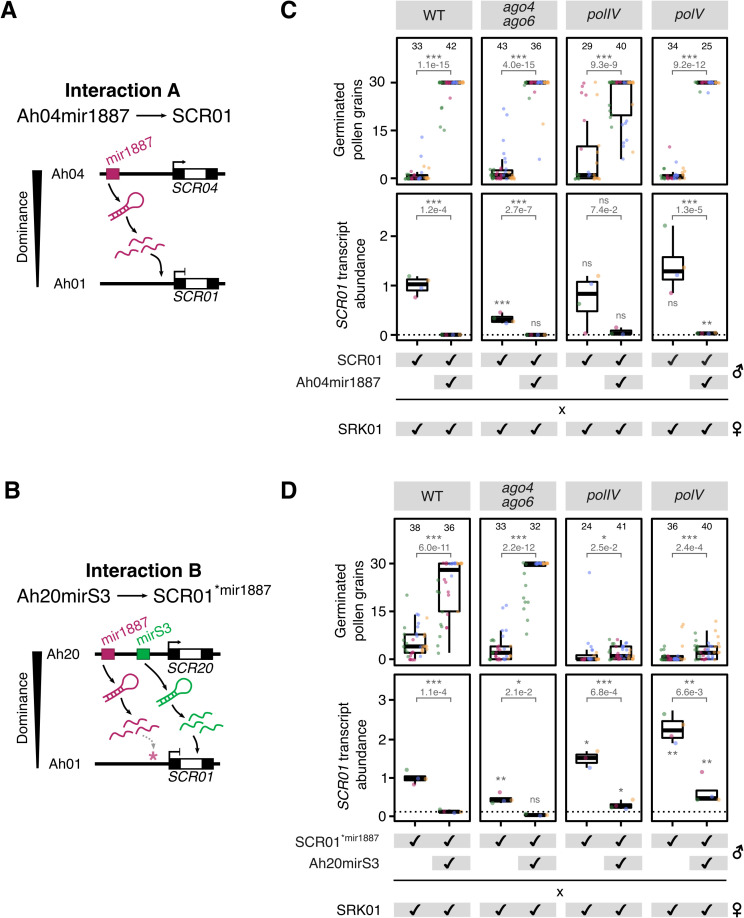
The RdDM pathway is not required for the activity of Ah04mir1887 and Ah20mirS3. **(A,B)** Dominance interactions studied in this paper. The black and white regions within *SCR* genes correspond to exons and introns, respectively. **(A)** Interaction A focuses on the role of the sRNA precursor Ah04mir1887 in mediating the dominance of Ah04 over Ah01. **(B)** Interaction B focuses on the role of Ah20mirS3 in mediating the dominance of Ah20 over Ah01. *S-*locus sRNA precursors consist of inverted repeats that form hairpins which are processed into multiple sRNAs showing sequence homology to specific *SCR* regions: Ah04mir1887 sRNAs show homology to the 5’ region of *SCR01*, while Ah20mirS3 sRNAs show homology to the intronic region (white) of *SCR01*. Because sRNAs produced from the Ah20mir1887 precursor show homology to the wild-type (WT) *SCR01* 5’ region, and to study the specific effect of Ah20mirS3 in Interaction B, the SCR01^*mir1887^ line containing five point mutations in the *SCR01* 5’ region was created, which disrupts the homology with Ah20mir1887 sRNAs. **(C,D)** Phenotypic and expression assay evaluating the role of key RdDM components on the action of Ah04mir1887 **(C)**, and Ah20mirS3 **(D)**. Crosses between *SRK01*-expressing pistils and *SCR01*-expressing pollen donors were performed in WT and RdDM mutant backgrounds in the absence or presence of the respective sRNA precursor. The number of germinated pollen grains of the indicated genotype was counted on SRK01 pistils. *SCR01* expression in immature buds of the indicated genotype was measured by RT-qPCR and normalized to the WT level. Four to five biological replicates (represented by the differently colored dots) were analyzed for pollen germination and *SCR01* expression. Multiple dots of the same color in the pollen germination panel represent technical replicates (different pistils pollinated by the same pollen donor). Dots of the same color across the pollen germination and the *SCR01* expression panels correspond to the same pollen donor, allowing direct comparison between phenotype and expression. Numbers on top of columns indicate the total number of siliques sampled for pollen germination assays. Pollen germination differences were assessed using a two-sided Wilcoxon rank-sum test comparing the presence vs. absence of sRNA precursor in each mutant background. Differences in *SCR01* expression were assessed using log2-transformed normalized expression levels and unpaired two-tailed Welch’s t-tests. Pairwise comparisons between genotypes are indicated by brackets, and comparisons between each mutant background and the corresponding WT control (in the presence or absence of sRNA precursors) are shown above each boxplot. Statistical results for all pairwise comparisons are detailed in S3 Table.

Among the eight known families of *A. halleri* sRNA precursor loci, only one - mirS3 - has been experimentally validated to regulate dominance between two distinct *S*-alleles: specifically, the dominance of allele Ah20 over Ah01, mediated by Ah20mirS3 sRNAs, which target the *SCR01* intronic region (Fig 1B) [19]. In this study, we set out to further investigate the molecular properties of Ah20mirS3, as well as examine if the yet uncharacterized mir1887 family could also function as a dominance modifier. For this, we focused on testing the role of the sRNA precursor Ah04mir1887 in controlling the dominance of allele Ah04 over Ah01, whose sRNAs are predicted to target the promoter region of *SCR01*, immediately upstream of the TSS (Figs 1A and S1). We thus generated transgenic lines expressing Ah04mir1887, introgressed this transgene into an *SCR01*-expressing male, and used these plants to pollinate *SRK01*-expressing females, testing whether the presence of the Ah04mir1887 sRNA precursor locus could transform the previously incompatible interaction between *SCR01* and *SRK01* into a compatible one (Fig 1C). In the particular case of Ah20mirS3, the transgenic line previously generated by Durand et al. [19] and used here expresses both Ah20mirS3 and Ah20mir1887 because of their close physical proximity within the Ah20 allele (Fig 1B). To specifically isolate the impact of Ah20mirS3 in the dominance interaction of Ah20 over Ah01, we developed the SCR01^*mir1887^ transgenic line, which contains five point mutations designed to fully disrupt the slight homology observed between some Ah20mir1887 sRNAs and *SCR01* (Figs 1B and S2). We then used this modified SCR01^*mir1887^ line for all subsequent tests on the functional role of Ah20mirS3.

We observed that combining either Ah04mir1887 (Interaction A), or Ah20mirS3 (Interaction B) with *SCR01* results in a switch from an incompatible to a compatible pollen germination phenotype, which is accompanied by a dramatic decrease in the abundance of the *SCR01* transcript, as measured by RT-qPCR (Fig 1C and 1D, WT panels). This shows that both Ah04mir1887 and Ah20mirS3 act as dominance modifiers in their respective allelic interactions, and that they accomplish this by decreasing *SCR01* transcript abundance, thus preventing SRK-SCR cognate recognition and allowing pollen germination to occur. Moreover, these results demonstrate that *SCR* transcript abundance can be modulated by multiple sRNA precursor families that use distinct target sites in the *SCR* locus.

### Decrease in *SCR01* transcript abundance does not depend on RdDM

Next, we aimed at elucidating the exact molecular mechanism responsible for the reduction of *SCR01* transcript abundance triggered by the two *S*-locus sRNA precursors. Given their resemblance to miRNAs genes, one potential scenario is that sRNAs produced by Ah04mir1887 and Ah20mirS3 could trigger post-transcriptional gene silencing (PTGS) of the *SCR01* transcript. However, since these sRNAs are predicted to target the promoter and intronic region of *SCR01*, and since the substrate of PTGS is generally thought to be the mature mRNA [32], this does not support PTGS as the pathway responsible for the decrease in *SCR01* transcript abundance. An alternative scenario is that Ah04mir1887 and Ah20mirS3 sRNAs could trigger the RdDM pathway, resulting in the deposition of DNA methylation in their respective *SCR01* target sites, and reduced *SCR01* transcription. Interestingly, previous studies have established that the silencing of recessive alleles in the homologous self-incompatibility system of *Brassica* relies on sRNA-mediated *de novo* DNA methylation deposition at *SCR* target loci, although the specific pathway underlying this process remains elusive [12,20,21]. Thus, we focused our attention on the RdDM pathway, and set out to test if mutating key components of this pathway would prevent Ah04mir1887 and Ah20mirS3 from reducing *SCR01* transcript abundance. To circumvent the absence of RdDM mutant alleles in the C24 ecotype, we generated and validated C24 *ago4 ago6* CRISPR/Cas9 mutant alleles (S3 Fig), and used the previously published C24 *polIV* and *polV* knock-out alleles [33].

To our surprise, none of the RdDM mutants impaired the activity of the tested sRNA precursors. In the case of Ah04mir1887 (Interaction A), *SCR01* transcript abundance was reduced in all mutant backgrounds to a similar level as in wild type, which was reflected by a compatible pollen germination phenotype (Fig 1C). Similarly, the presence of Ah20mirS3 (Interaction B) was associated with a decrease in *SCR01* transcript in all mutant backgrounds, showing that this sRNA precursor is still functional when RdDM is impaired (Fig 1D). And while in the *ago4 ago6* mutant background the reduction in *SCR01* transcript led to a compatible pollen phenotype, in both *polIV* and *polV* mutant backgrounds the reduction in *SCR01* transcript level was significant but insufficient to elicit a compatible pollen phenotype (Fig 1D). This is likely explained by the fact that in Interaction B the basal *SCR01* transcript level is increased in both *polIV* and *polV* mutant backgrounds when compared with wild type (Fig 1D, *polIV* and *polV* panels vs. WT panel), pointing to an effect of these mutants on the expression of the *SCR01* transgene. This suggests that the SCR01^*mir1887^ construct might be intrinsically targeted for repression by RdDM, a phenomenon often observed in transgenic lines [34] (note that the *SCR01* and SCR01^*mir1887^ transgenes used in Interaction A and B, respectively, correspond to two independent transgenic lines with different insertion sites; see Methods section). Indeed, our data shows that a substantial reduction of *SCR01* transcript abundance is required for a compatible pollen germination phenotype, since even a minimal transcript abundance can trigger an incompatibility reaction (S4 Fig).

To determine whether these Arabidopsis sRNA precursors, like in Brassica [12,20,21], affect DNA methylation at *SCR01* target sites, we performed BiSulfite Amplicon Sequencing (BSAS) [26,35]. *SCR01* is expressed specifically in tapetum cells of immature floral buds, which are difficult to isolate manually in *A. thaliana* due to their small size and embedment within other floral tissues. To circumvent this, we used BSAS, since this technique relies on PCR amplification of bisulfite-converted DNA to achieve high coverage and detect subtle methylation changes. We sampled 8–10 biological replicates of *SCR01* transgenic lines in the presence or absence of Ah04mir1887 and Ah20mirS3 (S5 Fig). In parallel, pollen from the same plants was used to pollinate *SRK01*-expression pistils to confirm the phenotypic self-incompatibility response. In this way, DNA methylation (S5C Fig) and pollen germination (S5B Fig) measurements are paired, allowing a direct comparison between the *SCR01* methylation level and the phenotype for each individual.

BSAS yielded an average coverage of ~1400× per cytosine across *SCR01* target sites and the 800 bp flanking regions (S5 Table). These regions showed high cytosine methylation (75–95% across all sequence contexts), similar to what is typically observed in TEs rather than genic sequences (S5 Fig). Despite this, no significant changes were detected in the presence of Ah04mir1887 or Ah20mirS3, suggesting that the decrease in *SCR01* transcript abundance is not accompanied by changes in DNA methylation at the target sites (S5 Fig). Stratifying BSAS reads by fraction of methylated cytosines per read revealed a subset of unmethylated reads, which we hypothesize may originate from tapetum cells where *SCR01* is expressed (S6 Fig). However, the abundance of these reads was similarly unaffected by the sRNA precursors.

While the interpretation of this BSAS data is limited by the use of bulk floral tissue and the unexpectedly high baseline DNA methylation, these results are in line with our phenotypic assays (Fig 1), which indicate that canonical RdDM is unlikely to be responsible for the reduction in *SCR01* transcript abundance triggered by *S*-locus sRNA precursors. Despite this apparent independence from RdDM, both Ah04mir1887 and Ah20mirS3 strongly and robustly decrease *SCR01* transcript levels, which we show is required to abolish the self-incompatibility reaction.

### Ah04mir1887 and Ah20mirS3 hairpins undergo heterogeneous processing to generate populations of diverse sRNAs

*S*-locus sRNA precursors, including those of the mir1887 and mirS3 families studied here, consist of inverted repeats that are transcribed and predicted to form a RNA hairpin structure containing a 5’ arm, a terminal loop and a complementary 3’ arm (Fig 2A) [19], akin to the structures formed by precursor miRNA (pri-miRNA) molecules. 

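The sequences of both precursors were rebuilt from the overlap of the sRNAs that the authors' deposited tables list for them, with positions counted from 1 and start positions read as in a BED file. The Ah04mir1887 sRNAs covered every base from position 13487 to 13603 on the plus strand of the Ah04 S-allele sequence, a stretch of 117 nt that reads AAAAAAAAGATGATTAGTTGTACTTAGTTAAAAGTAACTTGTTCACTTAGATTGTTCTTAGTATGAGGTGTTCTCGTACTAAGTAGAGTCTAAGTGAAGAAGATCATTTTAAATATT. RNAfold gave this stretch a minimum free energy of -41.2 kcal/mol, with 40 base pairs, of which 35 enclosed a terminal loop of 5 nt at positions 13554 to 13558. The Ah20mirS3 sRNAs lay between positions 10201 and 10370 on the plus strand of the Ah20 S-allele sequence and covered 140 of these 170 nt. Their 5' part reads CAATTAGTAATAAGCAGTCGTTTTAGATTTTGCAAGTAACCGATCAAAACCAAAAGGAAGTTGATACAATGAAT and their 3' part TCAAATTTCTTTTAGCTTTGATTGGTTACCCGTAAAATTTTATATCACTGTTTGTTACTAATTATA. The 30 nt between these parts, at positions 10275 to 10304, were covered by no listed sRNA and were folded as unknown bases, which RNAfold leaves unpaired. The fold then had a minimum free energy of -50.5 kcal/mol and 54 base pairs, all of them enclosing an unpaired stretch of 40 nt. The extent of this stretch follows in part from leaving the unknown bases unpaired, so the size of the Ah20mirS3 loop was not determined. In the A. thaliana reference TAIR10.1, a stretch identical to part of Ah04mir1887 lies on chromosome 4 between positions 11370253 and 11370318. It overlaps the microRNA gene MIR1887 (AT4G07005), annotated on the plus strand from 11370263 to 11370325, between PUB8 (AT4G21350) and the pseudogene AT4G21370, annotated as PSEUDOSRKA.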

To delve deeper into the molecular properties of Ah04mir1887 and Ah20mirS3, and to explore potential non-canonical pathways through which these precursors may act, we conducted several sRNA sequencing experiments on both transgenic *A. thaliana* and wild type *A. halleri* plants harboring Ah04mir1887 and Ah20mirS3. 

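The deposited data behind the A. thaliana part of these experiments are 3 tables, one per precursor, that list the sRNAs sequenced from transgenic C24 plants. C24 is the A. thaliana ecotype in which the self-incompatibility reaction was rebuilt. For each of Ah04mir1887, Ah20mirS3 and Ah20mirS2, the study has 3 libraries, 1 each of the input, AGO1-IP and AGO4-IP fractions, without replicates. The authors trimmed and size-selected the reads with TrimGalore, mapped them with ShortStack, allowing 1 mismatch, to TAIR10 with its S-locus masked and to the A. halleri S-allele, and kept the reads mapping only to the S-locus. Each row of a table gives the position, strand, length and sequence of 1 sRNA and the library code it was found under. The tables carry no read counts or normalized abundances, so they do not show the depth of a library, and every sRNA counted once here, whether it was rare or abundant. The paper summarizes its sequencing effort in S9G Fig, which was not used here, and its S6 Table gives raw reads at control loci only. Each table has 3 library codes, which neither the sample labels nor the paper's text tie to a fraction, so the values given here are taken over the 3 codes of a precursor together. The Ah04mir1887 table has 147 rows and the Ah20mirS3 table 162 rows. In every row the length of the sequence equalled the distance between its start and end. Where listed sRNAs of 1 precursor overlapped, 0 bases differed between them. An sRNA was counted as distinct when its position and sequence differed from those of all others of the precursor. The number of distinct sRNAs grows with the number of reads, so counts from different libraries or precursors are not comparable as rates. The A. halleri libraries were not analysed here.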

The resulting data allowed us to compile a comprehensive database encompassing all sRNAs molecules sequenced for each precursor, irrespective of their species origin. 

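In the 3 A. thaliana library codes of each precursor, 95 distinct sRNAs were listed for Ah04mir1887 and 109 for Ah20mirS3. For Ah04mir1887, 58 of them were listed under 1 code only, 22 under 2 codes and 15 under all 3. For Ah20mirS3 the corresponding numbers were 68, 29 and 12. Counting only the sRNAs listed under at least 2 codes, a setting chosen after seeing the data, left 37 sRNAs for Ah04mir1887 and 41 for Ah20mirS3. There are no replicate libraries, so the spread of these numbers between libraries of the same kind is not known.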

Using these data, we observed that dicing of *S-*locus sRNA precursor hairpins leads to numerous sRNAs – at least 106 in the case of Ah04mir1887, and 224 in the case of Ah20mirS3 (Fig 2B). These sRNAs range from 18 to 25 nt in length, with no single length clearly overrepresented (S8A and S8B Fig), and their abundances vary by several orders of magnitude (Figs 2B, S8C and S8D).

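The listed sRNAs of both precursors spanned all lengths from 18 to 25 nt. For Ah04mir1887, the most frequent length was 21 nt, with 16 of 95 distinct sRNAs or 16.8% (95% Wilson interval 10.6 to 25.6%). The 22-nt sRNAs followed with 15, the 20-nt and 23-nt sRNAs with 14 each and the 24-nt sRNAs with 12. The rarest length was 25 nt, with 7 sRNAs. For Ah20mirS3, the 21-nt sRNAs were again the most frequent, with 28 of 109 or 25.7% (18.4 to 34.6%), followed by 21 sRNAs of 22 nt or 19.3% (13.0 to 27.7%). The intervals of the 21-nt and 22-nt shares overlapped for both precursors. The 24-nt sRNAs made up 13.8% (8.52 to 21.5%) and the 18-nt sRNAs 2.75% (0.940 to 7.78%) of the Ah20mirS3 set. The median length was 22 nt for each precursor. These intervals cover counting error only, and sRNAs of 1 hairpin overlap, so they are not independent draws. Abundances were not analysed here.

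**Figure D1:**
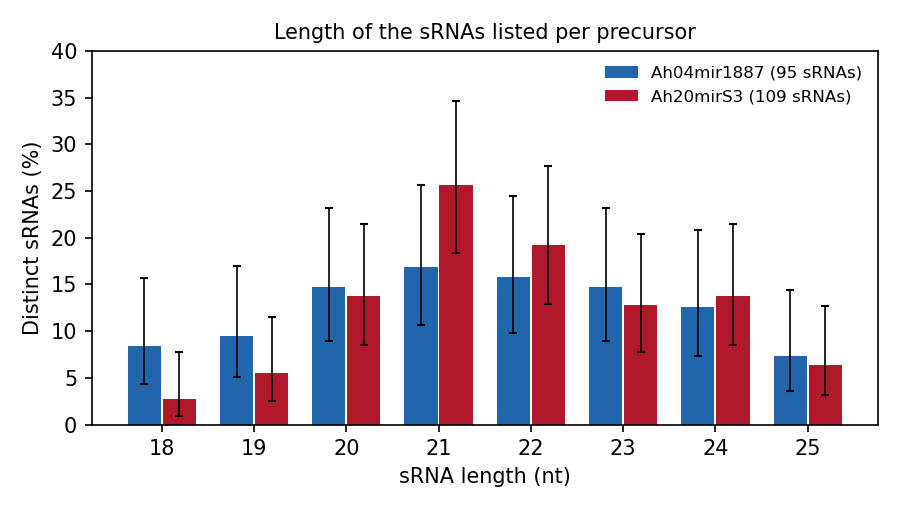
Share of distinct sRNAs (%) by sRNA length (nt) for Ah04mir1887 and Ah20mirS3, with bars for the share and error bars for its 95% Wilson interval. The 21-nt bar is the tallest for both, at 16.8% for Ah04mir1887 and 25.7% for Ah20mirS3.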

**Fig 2:**
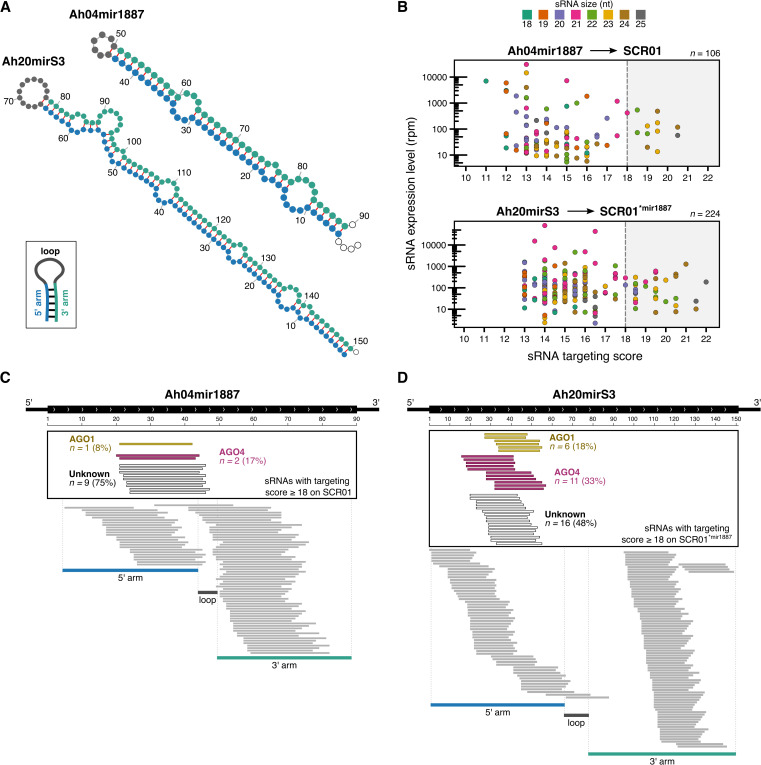
Ah04mir1887 and Ah20mirS3 hairpins are processed into numerous sRNAs. **(A)** Predicted RNA hairpin structures of the *S-*locus sRNA precursors Ah04mir1887 and Ah20mirS3. **(B)** Expression of Ah04mir1887 and Ah20mirS3 sRNAs as a function of their targeting score against *SCR01.* The dot color corresponds to the size of the sRNA. The grey box highlights sRNAs predicted to induce a reduction in *SCR01* transcript abundance (score ≥ 18). *n* corresponds to the total number of unique sRNAs identified for each sRNA precursor. **(C-D)** Genomic representation of the Ah04mir1887 and Ah20mirS3 loci, and their respective sRNAs. The black rectangle highlights sRNAs predicted to induce a reduction in *SCR01* transcript abundance (score ≥ 18). AGO loading information for each functional sRNA is indicated by the sRNA color (yellow – sRNA loaded predominantly in AGO1; magenta – sRNA loaded predominantly in AGO4; white – sRNAs with unknown loading profile), see Methods section *ARGONAUTE immunoprecipitation and sRNA sequencing* for more details.

Given the large population of sRNAs produced by a single precursor, we aimed at evaluating the functional relevance of each sRNA in controlling the abundance of the *SCR01* transcript. For this, we used a previously published algorithm [19], which attributes a targeting score based on the homology between a single sRNA and the *SCR* genomic region. A previous study demonstrated that in multiple *A. halleri S*-locus heterozygotes, a targeting score equal to, or above 18 is associated with phenotypic dominance and a sharp decrease of the recessive *SCR* transcript level [10]. Using this algorithm, we found that 12 out of the total 106 sRNAs produced by Ah04mir1887, and 33 out of the total 224 sRNAs produced by Ah20mirS3, have a base-pairing score of ≥ 18 and are thus predicted to target *SCR01*. This subset of putatively functional sRNAs similarly displays a variety of sizes and expression levels (Fig 2B, see grey box).

To further assess whether these molecular features are reproducible between the native *A. halleri* context and the transgenic *A. thaliana* context, we performed the same analyses as above, but using only the sRNAs detected in *A. halleri* samples (S9 Fig). Although fewer sRNAs were identified in *A. halleri*, their size distribution, abundances, and targeting spectrum closely mirror those observed in the combined sRNA dataset from both species (S9A–S9F Fig). We hypothesize that the reduced number of sRNAs detected in *A. halleri* is primarily due to the lower sequencing effort in this species compared to *A. thaliana* (S9G Fig)*,* suggesting that the total number of sRNAs identified for each precursor is highly dependent on sequencing depth, and that the saturation point was not reached in *A. halleri*. Overall, these data indicate that the transgenic *A. thaliana* system accurately recapitulates the features observed in the native *A. halleri* context, further supporting the use of *A. thaliana* as a more tractable system to study the molecular bases of self-incompatibility reactions. Based on these findings, we decided to proceed with the initially compiled sRNA database, which includes the sum of sRNAs sequenced in both *A. halleri* and *A. thaliana*, for further downstream analyses in this study.

To better understand the AGO loading preferences for each sRNA we performed AGO immunoprecipitation (IP) assays, followed by sRNA sequencing in the Ah04mir1887 and Ah20mirS3 *A. thaliana* transgenic lines. This showed that functional sRNAs (base-pairing score of ≥ 18) produced from either precursor are loaded both into AGO1 (characteristic of the PTGS pathway) and AGO4 (characteristic of the RdDM pathway) (Fig 2C and 2D). Notwithstanding this, a large part of these functional sRNAs (75% in Ah04mir1887 and 48% in Ah20mirS3) are not found to be loaded in either of these two AGO proteins, consistent with our observations that both the canonical PTGS and RdDM pathways are unlikely to underlie the activity of these sRNA precursors. We also noted that the majority of sRNAs loaded in AGO1 have a 5’ terminal uracil, reflecting the known AGO1 preference for binding these sRNAs [36]. However, sRNAs loaded into AGO4, or with an unknown loading pattern, do not show a significant bias towards a specific 5’ nucleotide (S10 Fig).

Despite the structural similarity between *S*-locus sRNA precursors and miRNAs, and the existence of shared features, such as the presence of mature 21-nt sRNAs and loading of some sRNAs into AGO1, it is evident that *S*-locus sRNA precursors deviate from the typical characteristics associated with canonical miRNAs, and cannot be characterized as such. Instead, our data show that Ah04mir1887 and Ah20mirS3 have an unusually staggered hairpin processing pattern with numerous sRNAs derived from both the 5’ and 3’ arms, which differ in size, abundance level and ability to associate with AGO proteins.

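Over the listed sRNAs, Ah04mir1887 had 37 distinct 5' ends and 38 distinct 3' ends, and Ah20mirS3 had 44 distinct 5' ends and 53 distinct 3' ends. Each covered base of Ah04mir1887 lay in a median of 9 distinct sRNAs and each covered base of Ah20mirS3 in a median of 12. The deepest stretch of Ah04mir1887, at positions 13569 to 13573, lay in 52 sRNAs, and that of Ah20mirS3, at positions 10322 to 10326, in 55 sRNAs, both on the 3' arm. On the 5' arm, the highest number of sRNAs over 1 base was 35 for Ah04mir1887 and 30 for Ah20mirS3. Positions are those of the A. halleri S-allele sequences. A position covered by many distinct sRNAs need not be one with many reads, since the tables give no abundance. From the many sRNAs with shifted ends on both arms, which differ in size, abundance and AGO association, the paper concludes that these precursors depart from canonical miRNAs.

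**Figure D2:**
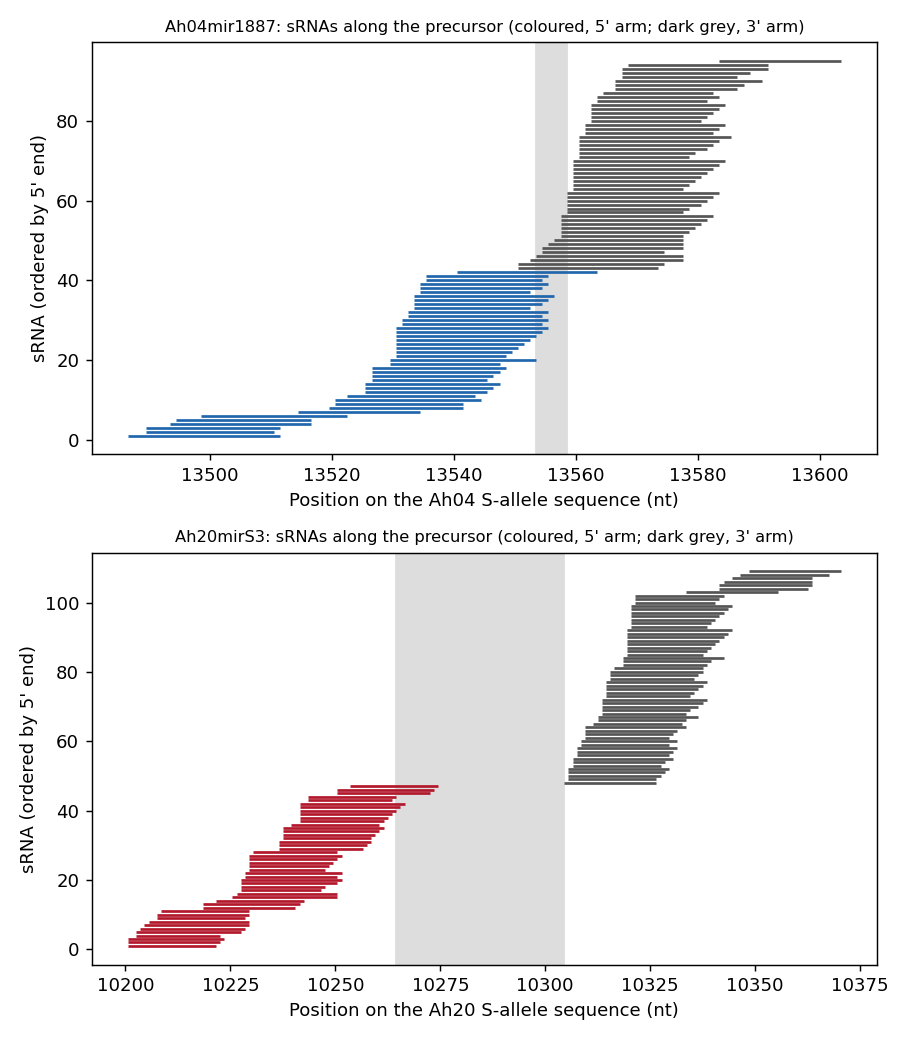
Distinct sRNAs of Ah04mir1887 (95, upper panel) and Ah20mirS3 (109, lower panel), each drawn as a line from its first to its last nucleotide along the S-allele sequence (nt) and ordered by its 5' end. The light band marks the loop of the fold, from 13554 to 13558 for Ah04mir1887 and from 10265 to 10304 for Ah20mirS3, where it includes the uncovered bases, and the lines step along both arms.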

### Heterogeneous processing of *S*-locus sRNA precursors allows targeting of multiple *S*-alleles

We hypothesized that this heterogeneity in hairpin processing pattern could play an important role in the context of the complex *S-*locus dominance hierarchy by allowing a single sRNA precursor to exert dominance over multiple other alleles. To test this, we expanded our analysis of the function of Ah04mir1887 and Ah20mirS3 beyond the interaction with allele Ah01, and looked at their role within the *A. halleri* dominance network (Fig 3).

**Fig 3:**
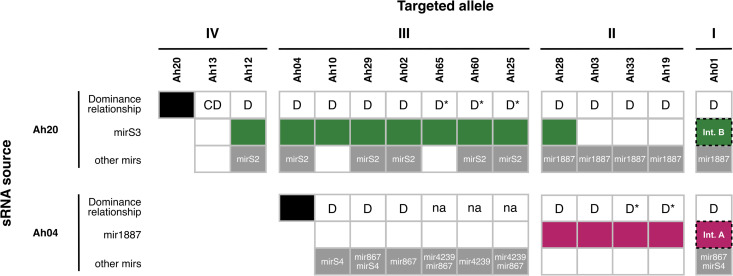
Ah04mir1887 and Ah20mirS3 underlie numerous *S-*allele dominance interactions. Schematic representation of the dominance relationship between alleles Ah20, Ah04 and other *S-*alleles in the current *A. halleri* dominance network. The observed dominance phenotypes are represented by D (dominant, as determined by phenotypic assays), CD (codominant, as determined by phenotypic assays), and na (no phenotypic data available). D* refers to a predicted dominance relationship, based on the difference between the dominance class of the sRNA source and the targeted allele [7,16]. The sRNA precursors underlying each dominance relationship are highlighted: green for mirS3, magenta for mir1887, and grey for other sRNA precursors. Interaction A (Ah20mirS3 → *SCR01*) and Interaction B (Ah04mir1887 → *SCR01*) are highlighted with dashed boxes to emphasize the focus of this study. The remaining sRNA precursors present in the Ah20 and Ah04 loci are included in the row “other mirs” to represent their potential contributions to dominance.

We compiled previously published phenotypic data obtained by controlled reciprocal crosses between different *A. halleri S-*locus heterozygotes to determine the position of allele Ah20 and Ah04 in the dominance hierarchy of a total of 15 *S-*alleles (Fig 3) [10,19,37]. From this, we inferred that Ah20 is dominant over 13 other *S-*alleles, with 10 of these interactions relying on the action of Ah20mirS3 (Fig 3), as determined by the sRNA-*SCR* targeting algorithm described above. Thus, Ah20mirS3 is not only able to mediate the repression of *SCR01*, but also the repression of at least nine other distinct *SCR* alleles. Similarly, Ah04mir1887 mediates the repression of at least five different *SCR* alleles that are recessive to Ah04 (Fig 3).

To test if the large population of sRNAs produced by these *S-*locus precursors is important in repressing multiple target alleles, we examined the role of each individual sRNA produced by both Ah04mir1887 and Ah20mirS3 (Fig 4): 11% of Ah04mir1887 sRNAs (Fig 4A, cluster 1), and 26% of Ah20mirS3 sRNAs (Fig 4B, cluster 1) are predicted to target at least one *SCR* allele within the inferred dominance network presented in Fig 3. As is the case in Interaction A and B, there does not seem to be a clear correlation between abundance and sRNA functionality in any of the analyzed interactions (Figs 2B and 4, see cluster 1 vs. cluster 2). Nevertheless, sRNAs that are predicted to be functional have a larger size (median of 23 nt vs. 21 nt), and in the case of Ah20mirS3, this is also associated with a larger number of sRNAs being loaded into AGO proteins (Fig 4, see cluster 1 vs. cluster 2). Additionally, according to our sRNA-*SCR* targeting algorithm, most *S-*alleles are redundantly targeted by multiple sRNAs (Fig 4).

**Fig 4:**
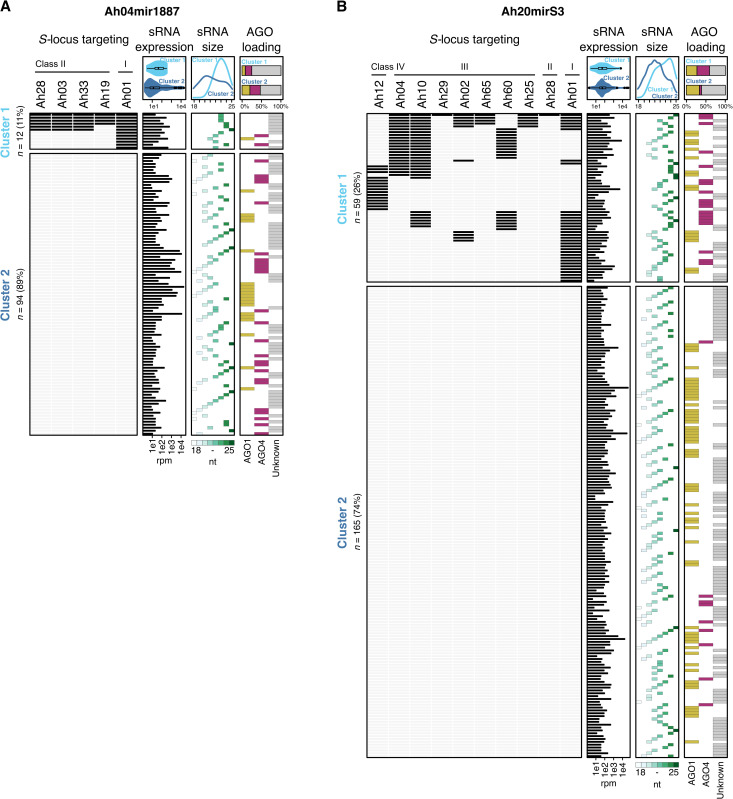
Ah04mir1887 and Ah20mirS3 produce multiple sRNAs predicted to target one or more *S-*alleles. Heatmaps showing the predicted interactions between individual sRNAs produced by Ah04mir1887 **(A)**, Ah20mirS3 **(B)** and the represented *S*-alleles. Each row corresponds to a single sRNA and each column to an *S*-allele. Black rectangles indicate a predicted interaction with a targeting score ≥ 18. sRNAs are grouped into two clusters: Cluster 1, comprising sRNAs predicted to target at least one *S*-allele, and Cluster 2, comprising sRNAs with no predicted targets among the represented *S*-alleles. For each sRNA, it expression level, size, and AGO loading pattern are indicated alongside the heatmap. The top panels show summary plots comparing these features (expression, size, and AGO loading) between Cluster 1 (indicated in light blue) and Cluster 2 (indicated in dark blue). The AGO loading summary plot shows the cumulative percentage of sRNAs per cluster, loaded into AGO1 (yellow), AGO4 (magenta), or of unknown loading status (grey). *n* indicates the total number of distinct sRNAs produced by each precursor.

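Each listed sRNA was assigned to a hairpin arm by its midpoint, relative to the centre of the unpaired stretch at the tip of the fold. For Ah04mir1887, 42 distinct sRNAs (44.2%, 95% Wilson interval 34.6 to 54.2%) came from the 5' arm and 53 (55.8%) from the 3' arm. Of these, 14 on the 5' arm and 14 on the 3' arm reached into the terminal loop, which left 28 and 39 clear of it. For Ah20mirS3, 47 (43.1%, 34.2 to 52.5%) came from the 5' arm and 62 (56.9%) from the 3' arm. In the full list, the interval of the 5' arm share included an even split for both precursors. The library codes were also left out 1 at a time, a setting chosen after seeing the data. The 5' and 3' arms of Ah20mirS3 then had 39 and 62, 28 and 33, or 43 and 54 sRNAs. How even its arms were thus depended on the codes included. Assigning the sRNAs by their 5' end gave 48 and 47 sRNAs for the 5' and 3' arms of Ah04mir1887, so the arm with more sRNAs changed, and left the Ah20mirS3 numbers as they were. The change came from 6 Ah04mir1887 sRNAs that began before the centre of the loop and had their midpoint beyond it, and 0 Ah20mirS3 sRNAs did so. These are numbers of distinct sRNAs, not of reads.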

When investigating in more detail the positional correspondence between sRNAs and the Ah04mir1887/Ah20mirS3 precursor hairpin structure we noticed that sRNAs are produced in similar amounts from both the 5’ and the 3’ arms of the hairpin (Fig 5). Each hairpin arm produces numerous sRNAs that show a staggered pattern, suggesting imprecise dicing and resulting in a population of sRNAs that show only a few nucleotide differences between them. 

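Among the Ah04mir1887 sRNAs, the 42 of the 5' arm began at 19 distinct positions and the 53 of the 3' arm at 18. The Ah20mirS3 sRNAs began at 22 distinct positions on each arm. A 5' end shared with at least 1 other sRNA was found for 80 of the 95 Ah04mir1887 sRNAs and for 91 of the 109 Ah20mirS3 sRNAs, and up to 8 sRNAs had the same 5' end in either precursor. Neighbouring 5' ends lay 1 nt apart in 23 cases for Ah04mir1887 and in 24 cases for Ah20mirS3.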

In the case of Ah04mir1887, only the sRNAs produced from the 5’ hairpin arm are predicted to be functional against the *S-*alleles tested here (Fig 5A). Remarkably, in the case of Ah20mirS3, each hairpin arm shows functional specialization since sRNAs from the 5’ arm target all allele classes except Class IV, while sRNAs from the 3’ arm exclusively target Class IV and Class III alleles (Fig 5B). Together, these observations suggest that the high number and heterogeneous processing of sRNAs is a conserved and important feature of *S-*locus sRNA precursors which allows targeting of multiple alleles and thus underlies their generalism.

**Fig 5:**
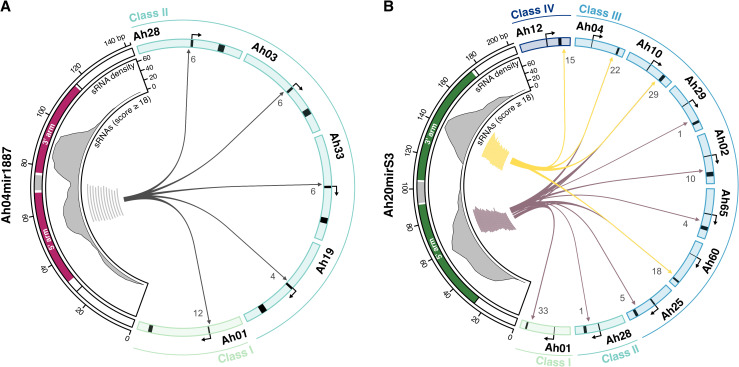
The targeting repertoire of *S-*locus sRNA precursors is enhanced by their heterogeneous processing pattern. Circos plot representing the positional relationship between sRNAs produced by Ah04mir1887 **(A)**, Ah20mirS3 **(B)** and the corresponding targeted *S-*alleles. The genomic regions harboring Ah04mir1887 and Ah20mirS3 are represented on the left side of the plots. The predicted 5’ and 3’ hairpin arms are represented in magenta (Ah04mir1887) and green (Ah20mirS3), and the sRNA density (number of sRNAs) is plotted along the sRNA precursor region. Individual sRNAs with a score of ≥ 18 are represented by the grey, yellow or dark purple segments. Arrowed segments represent the sRNA source - target relationship. The numbers at the end of these arrowed segments indicate the total number of sRNAs targeting that respective allele. The *SCR* genomic region of targeted *S-*alleles is represented on the right side and includes 1500 bp upstream of the TSS and 500 bp downstream of the stop codon. *SCR* exons 1 and 2 are colored in black.

## Discussion

### *S*-locus sRNA precursors act through non-canonical gene silencing pathways

Our characterization of self-incompatibility transgenic lines of *A. thaliana* contributes additional evidence to the work of Durand et al. [19]: collectively, these studies not only establish *A. thaliana* as a tractable system to study dominance interactions among *A. halleri S-*alleles, but also experimentally validate the role of two distinct sRNA precursor families in these interactions, even if the precise mechanisms underlying their action remain elusive. Our study reveals that some of the sRNAs generated in the processing of the *S*-locus sRNA precursors have a length of 24 nt and are loaded into AGO4, potentially indicating a role for RdDM. Nevertheless, *ago4 ago6*, *polIV* and *polV* mutations did not significantly affect the action of *A. halleri S-*locus sRNA precursors, and the presence of these precursors was not associated with DNA methylation changes in *SCR01*. Together these data suggest that canonical RdDM is not the primary mechanism through which Ah20mirS3 and Ah04mir1887 mediate the reduction in *SCR01* transcript levels.

Considering their hairpin structure and their ability to also generate AGO1-loaded 21-nt sRNAs, it could also be envisioned that these precursors could act through PTGS. Still, the location of target sites in the promoter and intronic regions of *SCR01* poses a conundrum, since PTGS is reported to occur in the cytoplasm, using mature mRNA as a cleavage substrate [32]. Notably, in animals, several lines of evidence point to miRNAs acting both in the cytoplasm and in the nucleus, with effects at the transcriptional and post-transcriptional levels [38–40]. In plants, it has been observed that an inverted repeat targeting the intron of the soybean gene *FAD12-1A* triggers cleavage of its precursor mRNA (pre-mRNA) in the nucleus, which is accompanied by accumulation of siRNAs of the cleaved pre-mRNA [41]. Additionally, all main miRNA processing components, including AGO1, are present in the nucleus [42–44]. Thus, given the independent slicer activity of AGO1 [45], it could be hypothesized that this ARGONAUTE uses sRNAs to target the *SCR01* pre-mRNA in the nucleus, promoting its cleavage co-transcriptionally. Alternatively, the interaction between AGO1 and the *SCR* pre-mRNA could promote disassembly of the Pol II complex leading to the arrest of transcription, as has been suggested to occur in some miRNA genes upon salt stress [46]. Even though we could not detect any sRNAs corresponding to the cleavage of the *SCR* (pre-)mRNA, nor secondary siRNAs indicative of transitivity [47] at this locus in any of our sRNA sequencing experiments (S11 Fig), future experiments should investigate the possibility that the sRNA precursors at the *S-*locus could act through nuclear PTGS or through transcriptional arrest.

Although we caution against a literal interpretation of the BSAS DNA methylation data due to potential technical limitations that would require cell-type-specific sorting to overcome, our molecular and phenotypic results together suggest that *S*-locus sRNA precursors function independently of DNA methylation and the RdDM pathway, in contrast to previous observations in *Brassica*: in this latter system, the sRNA precursors *Smi* and *Smi2* are associated with deposition of DNA methylation in and around the *SCR* target site and a decrease in *SCR* expression [12,20,21]. This could be a result from a direct incorporation of *Smi* and *Smi2* sRNAs into AGO4-clade proteins which would elicit *de novo* DNA methylation through the RdDM pathway, as has been observed for selected miRNAs and inverted repeats [23–27]. Alternatively, as suggested by Finnegan et al. [48], it could depend on *Smi*-induced cleavage of an antisense transcript at the *SCR* locus, generating sRNAs that could subsequently be co-opted into the RdDM pathway, although this type of transcript is hypothetical and has never been reported in Brassica or found in our own sequencing of Arabidopsis samples (S1 Fig). Even though empirical investigations are still necessary to test these hypotheses in Brassica, the cumulative evidence from these earlier studies and our own suggests that different sRNA precursors within the Brassicaceae self-incompatibility system can recruit distinct effector pathways, that nevertheless converge into the same molecular phenotype: reduction of *SCR* transcript abundance. This would imply that these regulatory elements have an outstanding molecular flexibility, despite functioning within the specific evolutionary constraints of the self-incompatibility system. Thus, it cannot be excluded that different *A. halleri* sRNA precursors, as well as precursors from other self-incompatible species such as *A. lyrata* and *Capsella grandiflora* could use different gene regulatory pathways. Future investigations of different *S*-locus sRNA precursor families in these species, using heterologous expression systems as done in this study, or in the native context whenever genetic transformation is feasible, will hopefully help answer this outstanding question.

### The complex *S*-allele dominance network relies on the unique features of S-locus sRNA precursors

Durand et al. [19] previously showed that the *S-*locus sRNA precursors of *A. halleri* have high generalism, and suggested that dominant *S-*alleles in particular, rely on this feature to target multiple recessive alleles, rather than on carrying an increased number of sRNA precursors. Our study uncovers the molecular basis for this generalism, and shows that the apparent haphazard processing of *S-*locus sRNA precursors is required to generate numerous functional sRNAs that target multiple alleles cooperatively: remarkably, all *SCR* alleles analyzed in this study are targeted by multiple sRNAs of a single sRNA precursor, and/or are targeted by distinct sRNA precursors. This contrasts with the less complex dominance hierarchy of Brassica, where fewer allelic interactions are present, and a single functional sRNA molecule per precursor has been suggested to mediate all dominance relationships [20,21]. It is important to note that while we investigated a total of 15 *S-*alleles in this study, at least 43 are known to exist in *A. halleri* [7], and > 80 in the closely related *Capsella grandiflora* [14]. Therefore, in this study we most likely underestimated the fraction of functional sRNAs in each precursor, since those that are non-functional in the allelic interactions explored here could potentially have a role in interactions that have not yet been characterized.

Overall, the evidence suggests that collaborative targeting, either by multiple sRNAs of a single precursor, or by sRNAs from distinct sRNA precursors, is an essential feature of this system: firstly, it is essential for granting an *S*-allele its complete targeting spectrum against the many *S*-alleles present in the population; and secondly, the use of multiple sRNAs with distinct molecular features could trigger diverse effector pathways acting on the same target allele, which could perhaps underlie the robust reduction of recessive *SCR* transcripts observed in all allelic interactions studied thus far (this study and [10]).

Intriguingly, this resembles the collaborative non-self recognition model observed in Solanaceae and other plant families, where each *S*-locus allele contains multiple *SLF* genes [49]. In these systems individual SLF proteins neutralize multiple non-self S-RNases that would otherwise inhibit pollen germination. This generalism ensures broad recognition and maintains complex inter-allelic interactions [49]. Although the underlying molecular mechanisms differ, a conceptual parallel exists in *A. halleri*: here, generalism arises from the sRNA precursor’s ability to produce numerous sRNAs with distinct targeting spectra, rather than from multiple protein-protein interactions as in the SLF–S-RNase system [50]. This parallel illustrates how different molecular mechanisms can converge on the same functional outcome - ensuring broad recognition and maintaining complex dominance relationships within self-incompatibility systems.

### *S*-locus sRNA precursors provide a window into the miRNA evolution continuum

Although sharing some structural similarities with miRNAs, the features of *S*-locus sRNA precursors more closely resemble those of proto-miRNAs [51]. Proto-miRNA loci are inverted repeats present in several plant genomes that have acquired transcriptional competence, forming long hairpins which can be diced by multiple Dicer-like proteins (DCLs), leading to a complex and heterogeneous population of sRNAs [51–55]. There is little evidence that such a sRNA population could cause substantial effects in gene expression, at least through the canonical PTGS pathway; therefore, these structures have been mostly regarded as substrates for selection to act on, rather than having immediate biological significance [51–55]. We hypothesize that natural selection promotes diversification of the targeting spectrum of these *S*-locus sRNA precursors towards a broader set of recessive *S*-alleles, rather than towards highly specific interactions as seen in canonical miRNAs [56]. This selective pressure likely contributed to the persistence of proto-miRNA features over extended evolutionary timescales, preventing their maturation into canonical miRNAs, which would likely compromise their ability to target multiple *S*-alleles, and thus the structure of the dominance network. Our previous work has shown that *S*-locus sRNA precursors vary widely in evolutionary age: some, such as mirS4 and mir867, have emerged relatively recently, while others trace back to the diversification of the Brassicaceae family approximately 30 Mya [19]. It is therefore clear that these older sRNA precursors, including mirS3 and mir1887 studied here, have retained proto-miRNA features over long evolutionary periods. It would be interesting to test if apparently stabilized proto-miRNAs are also used in other biological systems where the expression of multiple genes/alleles needs to be coordinated by a single regulator and under similar evolutionary constraints as those acting on the *S-*locus. The mimicry of wing patterns in *Heliconius* butterflies would be an interesting model system to test this, since balancing selection has favored the appearance of numerous alleles of the supergene controlling wing pattern, and dominance relationships between them are prevalent [57,58].

## Materials and methods

### Plant material & growing conditions

Wild type (WT) and transgenic *Arabidopsis thaliana* plants used in this study were grown in a greenhouse, using standard growth conditions (16 h light/8 h dark; 110 μmol/s/m^2^; 21°C; 70% relative humidity). Seeds were germinated directly on soil, or in MS*-*medium (0.43% MS*-*salts, 0.8% Bacto agar, 0.19% MES hydrate, and 1% sucrose) when antibiotic selection was necessary for transgene selection.

Because the self-incompatibility reaction cannot be faithfully reconstructed in the *A. thaliana* Col-0 ecotype [28–31], all wild type and mutant plants used in this study were of the C24 ecotype. *polIV* and *polV* correspond to the previously published and validated *rdm5 (nrpd1a)* and *rdm6 (nrpd1b*) mutant alleles [33]. These two mutants were generated in the *ros1* mutant background, which was removed in our study by backcrossing to WT C24 plants. The *ago4 ago6* double mutant was generated in the C24 background using CRISPR/Cas9 (see section *Generation and validation of CRISPR/Cas9 mutants* for more details).

To obtain the *S-*allele sequences of Ah65, Ah60, Ah03, Ah33 and Ah19, five *Arabidopsis halleri* individuals containing a combination of these alleles were collected from diverse natural European populations [59], and grown under standard greenhouse conditions in order to obtain plant material for DNA extraction and sequencing (see the section *DNA extraction, Nanopore sequencing and assembly of S-alleles* for more details). Following Goubet et al. [15], we further obtained the *S-*allele sequences of Ah01, Ah02 and Ah25 by constructing and screening BAC libraries from fresh leaf samples, and fully sequencing the positive clones using PACBIO.

### Cloning and generation of transgenic plants

Transgenic lines carrying *SRK01*, *SCR01*, and the sRNA precursor Ah20mirS3 were previously published [19]. The precursors Ah20mir1887 and Ah20mirS3 are in very close physical proximity within the Ah20 allele, and the previously published Ah20mirS3 line contains both sRNA precursors [19]. While performing sRNA sequencing of AGO-IP experiments (see section *ARGONAUTE immunoprecipitation and sRNA sequencing*), we noticed that some Ah20mir1887 sRNAs show homology to the 5’ region of *SCR01*. The base-pairing score of these predicted interactions varies between 12.5 and 18.5, depending on the sRNA (see the section *sRNA database construction and target site inference for Ah04mir1887 and Ah20mirS3* for more details on these scores). To confidently isolate the effect of Ah20mirS3 in the dominance interaction of Ah20 over Ah01 (Interaction B), we introduced five point mutations in the SCR01^*mir1887^ sequence that disrupt the homology with the Ah20mir1887 sRNAs, rendering the Ah20mir1887 target site non-functional. We chose this option in order to maintain the native locus context around Ah20mirS3 which might contain regulatory sequences necessary for correct expression and processing of this sRNA precursor. The SCR01^*mir1887^ transgene was generated by performing site-directed mutagenesis on the already published *SCR01* clone [19], using the primers detailed in S1 Table. The resulting amplicon was then recombined into the entry vector pDONR-Zeo, and subsequently recombined into the pB7m34GW destination vector using the 3-fragment Gateway Cloning System (Invitrogen), including 5’ and 3’ mock sequences, as detailed previously [19].

Ah04mir1887 was cloned by amplifying a region spanning this sRNAs precursor and containing 2 kb of upstream and downstream sequences from a BAC clone carrying allele Ah04, using the primers detailed in S1 Table. The resulting amplicon was then recombined into the entry vector pDONR-Zeo, and subsequently recombined into the pH7m34GW destination vector using the 3-fragment Gateway Cloning System (Invitrogen), including 5’ and 3’ mock sequences, as detailed previously [19].

*Arabidopsis thaliana* C24 plants were transformed using the floral dip method [60], and all transgenic lines were selected as described in Durand et al. [19]. Briefly, for *SRK01,* a single-insertion reference line was selected from multiple independent transgenic lines displaying a stable and reproducible SI phenotype [19]*.* This previously characterized line was used throughout the present study. A similar selection strategy was applied to *SCR* constructs (*SCR01*, previously isolated and characterized in Durand *et al.* [19], and SCR01^*mir1887^, produced in this study): multiple independent *SCR* lines were generated and tested, all of which exhibited comparable SI phenotypes when crossed with the previously established *SRK01* reference line. For each construct, one representative single-insertion line was selected and used as the reference base line to generate all pollen donor genotypes used in this study. For lines expressing sRNA precursors (Ah20mirS3, previously isolated and characterized in Durand *et al*. [19], and Ah04mir1887, produced in this study), multiple independent lines were generated, and precursor expression was confirmed by qPCR. These lines were introgressed into the corresponding *SCR* reference background, and one representative line showing abolition of the SI phenotype when crossed to the *SRK01* reference line was selected as the reference. This line was subsequently introgressed into the RdDM mutants of interest to generate hemizygous lines carrying either a single copy of *SCR* alone, or a single copy of *SCR* together with the sRNA precursor, in either wild-type or mutant genetic backgrounds. These hemizygous lines were used as pollen donors in the phenotypic SI assays and for qPCR analyses of *SCR01* expression.

### Generation and validation of CRISPR/Cas9 mutants

Given the aforementioned limitation that the self-incompatibility reaction of *A. halleri* can only be reconstituted in the *A. thaliana* C24 ecotype [28–31], we created the *ago4 ago6* RdDM mutants in this specific ecotype using CRISPR/Cas9. The expression cassette of pCBC-DT1T2 [61] was amplified using two overlapping forward and reverse primers that contained two gene-specific sgRNA sequences (Fw1: 5’-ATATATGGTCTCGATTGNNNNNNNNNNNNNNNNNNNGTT-3’; Fw2: 5’-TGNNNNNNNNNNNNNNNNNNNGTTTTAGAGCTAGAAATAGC-3’; Rv1: 5’-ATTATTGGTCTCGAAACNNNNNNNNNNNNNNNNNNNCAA-3’; Rv2: 5’-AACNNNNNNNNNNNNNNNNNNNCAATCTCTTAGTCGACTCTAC-3’, where N corresponds to the gene-specific gRNAs (S1 Table), and underlined regions correspond to BsaI restriction sites). The amplicons obtained from this PCR reaction were gel-isolated and inserted into pHEE401E [62] using BsaI and T4 ligase (Thermo Fisher Scientific). The pHEE401E vectors containing gRNAs against *AGO4* and *AGO6* were transformed into the *Agrobacterium tumefaciens* strain GV3101. The floral-dip method [60] was then used to transform WT C24 *A. thaliana* plants.

To screen for T1 mutant plants, the regions targeted by the gRNAs were Sanger sequenced to identify *ago4 ago6* mutants with premature stop codons in both genes (S3 Fig). In the T2 generation, double homozygous mutants that did not carry the pHEE401E were selected by genotyping (see S1 Table for primers).

To confirm that *ago4 ago6* mutations impair DNA methylation, a Chop-PCR assay was performed [63]. Briefly, this assay uses genomic DNA treated with the methylation-sensitive enzyme HaeIII as a template for PCR. Primers targeting regions known to have AGO4/AGO6-dependent DNA methylation, as well as control unmethylated regions are amplified (see S1 Table for primers). Using this method, we could determine that the *ago4 ago6* mutant generated in this study shows reduced DNA methylation levels, as has been previously published for other mutant alleles of these genes (S3C Fig) [64].

### Pollen germination assays

All lines used for the reconstruction of the self-incompatibility reaction in *A. thaliana* were used in hemizygous state to mimic the abundance of sRNA precursors, and *SCR/SRK* in *A. halleri* individuals heterozygous at the *S-*locus. Genotyping of each transgenic line/mutant was done by classical PCR, or using the KASPar assay [65] (S1 Table). Paternal plants hemizygous for *SCR01* and sRNA precursors were obtained by crossing *SCR01* to Ah04mir1887 homozygous lines or by crossing SCR01^*mir1887^ to Ah20mirS3 homozygous lines.

To assess the self-incompatibility reaction at the phenotypic level, pollen germination assays were performed on manually crossed plants. Plants hemizygous for *SRK01* were emasculated one day before anthesis, and manually pollinated 24 h later with pollen derived from plants hemizygous for SCR01, SCR01^*mir1887^, *SCR01* Ah04mir1887 or SCR01^*mir1887^ Ah20mirS3. Pistils were pollinated using an excess of pollen from dehiscent anthers, in order to saturate the pistil and to ensure that low pollen germination counts would not be due to absence of pollen grains. Pollinated pistils were transferred to fixing solution 6 h after pollination and stained with aniline blue, as described before [19]. These pistils were then mounted on microscope slides and imaged using a Zeiss AX10 fluorescence microscope, where we counted the number of germinated pollen grains present in each pistil (S7 Fig). When a pistil carried more than 30 germinated pollen grains the counting was capped at 30 since this number of germinated pollen grains is indicative of a robust compatible reaction [19].

To evaluate the effect of RdDM mutants on the activity of *S-*locus sRNA precursors we crossed the RdDM mutants *ago4 ago6*, *polIV* and *polV* with the previously described paternal plants carrying *SCR01* and sRNA precursors (SCR01, SCR01^*mir1887^, *SCR01* Ah04mir1887 and SCR01^*mir1887^ Ah20mirS3). We then obtained plants hemizygous for the *SCR01* and sRNA precursor transgenes and homozygous for the mutations of interest and used these as paternal plants in crosses with maternal hemizygous *SRK01* plants, as described above.

Pollen germination differences were assessed using a two-sided Wilcoxon rank-sum test comparing the presence versus absence of sRNA precursors in each mutant background. As a control, all maternal and paternal lines used in this study were crossed to WT C24. Germination and seed set for all these genotypes were comparable to that of WT x WT crosses, confirming that the transgenes and mutations had no detectable effect on plant fertility.

### Phenotypic determination of the *S*-loci dominance hierarchy

The *S-*locus dominance hierarchy in Fig 3 is based on a compilation of controlled reciprocal crosses between different *A. halleri* individuals [10,19,37,66]. In cases where interactions between alleles of two different dominance classes had not been tested phenotypically, dominance was inferred here based on the phylogenetic class of each allele, since interclass dominance interactions are predictable [7,16]. In the case of intraclass relationships, such as for alleles Ah65, Ah60 and Ah33 (all belonging to class III), phenotypic dominance has not been determined yet, and thus the ordering of these alleles along the hierarchy remains arbitrary at this stage.

### RT-qPCR

To measure the abundance of *SCR01* transcripts, we isolated immature buds (stage 8–11 according to Smyth et al. [67]) of plants hemizygous for SCR01, SCR01^*mir1887^, *SCR01* Ah04mir1887 or SCR01^*mir1887^ Ah20mirS3 in wild-type background, or in the indicated mutant backgrounds (*ago4/- ago6/-*, *polIV/-* and *polV/-*). The individual plants used for RNA extraction were the same as those used as pollen donors in the SI phenotypic assays shown in Fig 1. Accordingly, pollen donors used for the germinated pollen phenotype panel correspond directly to the plants used for the *SCR01* transcript abundance analysis, and similarly colored dots in both panels represent the same individual plants. Each individual plant is considered a biological replicate.

RNA was extracted using the NucleoSpin RNA Plus kit (Macherey-Nagel) and cDNA was synthesized with the RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific). qPCR was performed using the iTaq Universal SYBR Green Supermix (BioRad) in a Lightcycler 480 instrument (Roche), with the primers found in S1 Table. *ACT8* was used as a reference gene. Transcript abundance was quantified using the Pfaffl method [68]. Expression values were normalized to the *ACT8* reference gene and averaged across 3 technical replicates to obtain one value per biological replicate. Normalized expression values were log2-transformed prior to statistical analysis (S2 Table). Differences between control and samples within each genotype were assessed using an unpaired two-tailed Welch’s t-test to account for unequal variances (*n* = 4 biological replicates per group) (S3 Table).

### ARGONAUTE immunoprecipitation and sRNA sequencing

AGO1 and AGO4 immunoprecipitation (IP) assays were performed on immature buds (stage 11 and younger, according to Smyth et al. [67]) of *A. thalian*a plants carrying homozygous Ah04mir1887 or Ah20mirS3 transgenes, using a previously published protocol [69], with the following modifications: IPs were performed on 1.4 g of finely ground powder of frozen immature buds. The anti-AGO1 (AS09 527, Agrisera) and anti-AGO4 (AS09 617, Agrisera) antibodies were added at a 1/500 dilution for the incubation step and their immobilization was performed using Dynabeads Protein G (Invitrogen). The IP products were washed six times with PBS prior to sRNA extraction using the Trizol reagent (Ambion). In parallel, an aliquot of each input extract was used for total sRNA isolation using the Trizol LS reagent (Invitrogen), according to the supplier instructions. For each genotype three sRNA fractions were obtained: AGO1-IP, AGO4-IP and input.

These three sRNA fractions were subjected to an acrylamide gel-based size selection for sRNAs. These sRNAs were then used for TruSeq Small RNA (Illumina) library preparation and sequenced on a NextSeq 500 platform (Illumina), using 75 bp single-reads. Reads were trimmed, quality filtered, and size-selected using TrimGalore [70]. We followed a two-step mapping procedure with ShortStack (allowing for one mismatch) [71], where we mapped sRNAs from each sample to the *A. thaliana* TAIR10 genome (masking the *S-*locus region), and to the sequence of the corresponding *A. halleri S-*allele (Ah04, for samples carrying Ah04mir1887 and Ah20 for samples carrying Ah20mirS3). Only reads that mapped exclusively to the *S-*locus were kept for further analysis. sRNA read counts were expressed as rpm to allow comparison of abundance levels across samples.

AGO loading was inferred based on the ratio of reads found in the AGO1-IP fraction and the AGO4-IP fraction: a sRNA was considered to be loaded in AGO1 or AGO4 when more than 50% of its total reads were derived from either the AGO1-IP fraction or the AGO4-IP fraction, respectively. A given sRNA was classified as having an unknown loading when no reads were found in both AGO-IP fractions, or when the amount of reads found in the input fraction was superior to that found in any of the two AGO-IP fractions.

### sRNA database construction and target site inference for Ah04mir1887 and Ah20mirS3

To identify sRNA target sites within *SCR* genomic regions, we first compiled a comprehensive database incorporating all sRNAs sequenced in the AGO-IP experiments described above, along with previously sequenced sRNAs [19]. This database represents the complete set of sRNAs sequenced to date in our lab, originating both from *A. thaliana* and *A. halleri* plants carrying Ah04mir1887 or Ah20mirS3. To validate the quality of the sRNA sequencing experiments used to generate this database, we assessed characteristic features of sRNAs mapping to well-defined regulatory regions, including canonical miRNAs, TAS loci, TEs, and *de novo* RdDM loci (S12 Fig). These analyses showed the expected size distributions, 5′ nucleotide biases, and AGO associations for each class, confirming the reliability of these sRNA datasets. 

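The paper's S6 Table gives the raw reads of the Ah04mir1887 and Ah20mirS3 libraries at these control regions by length and 5' nucleotide, and the shares given here were computed from those reads of the paper. There is 1 library per plant and fraction, so the values compare these libraries only. In the Ah04mir1887 plants, 91.2% of 5757130 AGO1-IP reads at canonical miRNAs were 21 nt long and 99.2% began with U. The AGO4-IP library had 126710 reads at the same miRNAs, of which 80.7% were 21 nt long and 97.3% began with U. In the total sRNA library of these plants, 95.2% of 686629 reads there were 21 nt long and 96.9% began with U. The 21-nt share at these miRNAs was thus not higher in the AGO1-IP library than in the total sRNAs. At transposable elements, 38.7% of 29904865 AGO4-IP reads were 24 nt long and 77.5% began with A, whereas 26.5% of 5365189 AGO1-IP reads were 24 nt long and 83.6% began with U. At the de novo RdDM loci, 37.9% (95% Wilson interval 37.5 to 38.3%) of 54711 AGO4-IP reads and 20.3% (19.5 to 21.0%) of 11889 AGO1-IP reads were 24 nt long. In the total sRNA library of the same plants, 41.6% of 20171 reads at RdDM loci and 41.8% of 11222420 reads at transposable elements were 24 nt long, above the AGO4-IP shares at these loci. Reads beginning with A made up 49.1% of the total sRNA reads at transposable elements, below the AGO4-IP share. At TAS loci, 21 nt was the most frequent length in the AGO1-IP library, with 72.1% of 35795 reads, and 23 nt in the AGO4-IP library, with 60.0% of 12395 reads. The Ah20mirS3 libraries had the same most frequent lengths. At canonical miRNAs, 93.5% of 6020430 AGO1-IP reads were 21 nt long, against 92.3% of 113766 total sRNA reads. At transposable elements, 44.7% of 13909492 AGO4-IP reads were 24 nt long, against 42.3% of 4983845 total sRNA reads. At RdDM loci, 44.8% of 25225 AGO4-IP reads and 42.3% of 9410 total sRNA reads were 24 nt long. In these plants the AGO4-IP share was thus the higher at both kinds of loci, unlike in the Ah04mir1887 plants. At TAS loci, 56.7% of 5743 AGO4-IP reads were 23 nt long. The intervals cover counting error only, since reads without molecular identifiers are not independent molecules. The listed S-locus sRNAs were themselves searched against the TAIR10.1 genome. None of the 109 Ah20mirS3 sRNAs matched it exactly and 7 matched with 1 mismatch. Of the 95 Ah04mir1887 sRNAs, 58 matched exactly and 22 more with 1 mismatch, all at the MIR1887 locus on chromosome 4, with 0 such matches elsewhere in the genome. The authors' filter had already left out reads that also mapped outside the masked S-locus, so few or no matches elsewhere could remain.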

In parallel, a database containing *SCR* genomic regions of different *A. halleri S-*loci was compiled. This included alleles from all four dominance classes, and comprised previously published sequencing data (see *Data Availability* section for a complete list of data sources). In addition to this, long read Nanopore sequences newly obtained from individuals carrying alleles Ah65, Ah60, Ah03, Ah33 and Ah19 were also added to this database (see section *DNA extraction, Nanopore sequencing and assembly of S-alleles* for more details).

Using the databases of sRNA sequences and *SCR* alleles, we applied a previously published homology detection algorithm [19] to find target sites. Briefly, sRNA targets were predicted using the Smith-Waterman algorithm with matches scored +1, mismatches −1, gaps −2, and G:U wobbles −0.5.

Functional sRNAs are defined as those with a homology score of ≥ 18. In prior work, *SCR* transcript repression was consistently observed for interactions scoring ≥ 18, with an abrupt transition between high and low *SCR* expression around this value, supporting the use of a hard threshold rather than a gradual quantitative model [10,19]. The identified sRNA - *SCR* interactions were then represented in a heatmap (Fig 4) using ComplexHeatmap [72], and in a circos plot (Fig 5) using circlize [73].

### DNA extraction, Nanopore sequencing and assembly of *S*-alleles

To obtain the *S-*locus sequences of alleles Ah65, Ah60, Ah03, Ah33 and Ah19, 2 g of fresh leaves were collected from five different individuals carrying these alleles and flash-frozen. High molecular weight genomic DNA was extracted as described before [74]. Long read sequences were obtained by Oxford Nanopore Technologies (ONT) flowcells v9. To polish the contigs obtained by long read sequencing Illumina data were also generated (with no step of PCR amplification to minimize sequencing bias).

For Nanopore library preparation, the smallest genomic DNA fragments were first eliminated using the Short Read Eliminator Kit (Pacific Biosciences). Libraries were then prepared according to the protocol 1D Native barcoding genomic DNA (with EXP-NBD104 and SQK-LSK109) provided by Oxford Nanopore Technologies. Depending on how many samples were pooled, 250 ng (pool of 9 samples) to 1 µg (pool of 4 samples) of genomic DNA fragments were repaired and end-prepped with the NEBNext FFPE DNA Repair Mix and the NEBNext Ultra II End Repair/dA-Tailing Module (New England Biolabs). Barcodes provided by ONT were then ligated using the Blunt/TA Ligase Master Mix (NEB). Barcoded fragments were purified with AMPure XP beads (Beckmann Coulter), then pooled and ONT adapters were added using the NEBNext Quick Ligation Module (NEB). After purification with AMPure XP beads (Beckmann Coulter), each library was mixed with the sequencing buffer (ONT) and the loading beads (ONT) and loaded on a PromethION R9.4.1 flow cell. In order to maintain the translocation speed, flow cells were refueled with 250 µl Flush Buffer when necessary. Reads were basecalled using Guppy version 3.2.10, 4.0.11, 5.0.12, 5.0.13, 5.0.16 or 5.1.12. The Nanopore long reads were not cleaned and raw reads were used for genome assembly.

For Illumina PCR-free library preparation, 1.5 μg of genomic DNA was sonicated to a 100–1500-bp size range using a Covaris E220 sonicator (Covaris). The fragments (1 µg) were end-prepped, and Illumina adapters (NEXTFLEX Unique Dual Index Barcodes, Perkin Elmer) were added using the Kapa Hyper Prep Kit (Roche). The ligation products were purified twice with 1X AMPure XP beads (Beckman Coulter). The libraries were then quantified by qPCR using the KAPA Library Quantification Kit for Illumina Libraries (Roche), and their profiles were assessed on an Agilent Bioanalyzer (Agilent Technologies). The libraries were sequenced on an Illumina NovaSeq 6000 instrument (Illumina) using 150 base-length read chemistry in a paired-end mode.

Nanopore sequencing data were assembled using Necat [75] with a genome size of 240 Mbp and the remaining parameters left as default. Contigs produced by Necat were polished one time using Racon [76] with Nanopore reads, then one time with Medaka (https://github.com/nanoporetech/medaka, model r941_prom_hac_g507) and Nanopore reads, and two times with Hapo-G v1.3.4 [77] and Illumina short reads. However, the cumulative sizes of our long-read assemblies were larger than the estimated 240 Mb, suggesting that the assembly size was currently inflated by the presence of allelic duplications. Thus, HaploMerger2 [78] was run (Batch A twice to remove major misjoin and one Batch B) to generate a haploid version of each assembly.

To detect the *S-*locus region in the generated assemblies, blast searches were performed using the genes flanking the *S-*locus (*ARK3* and *U-box* [15]) as queries. This allowed us to precisely narrow down the genomic regions corresponding to the full Ah65, Ah60, Ah03, Ah33 and Ah19 *S-*alleles. We annotated *SRK* using blast searches, and following Goubet et al. [15], we used Fgenesh+ [79] to predict the genomic sequence of *SCR* based on a database of SCR protein sequences from already known *S*-alleles.

### Determination of the *SCR01* transcription start site (TSS)

To identify the TSS of *SCR01* in *A. halleri*, total RNA was extracted from unopened buds of three individual plants from accession Zapa12 (Central Europe), Bara01 and Firi03 (Romania) [59], genotyped as homozygous for the Ah01 allele. A library was directly prepared using the NEBNext Ultra II Directional RNA Library Prep for Illumina Kit. Libraries were sequenced with an Illumina NovaSeq 6000 instrument (Illumina) using a paired-end 151 bp read chemistry. Short Illumina reads were bioinformatically processed to remove adapters and primer sequences, only reads ≥ 30 nucleotides were retained. These filtering steps were done using in-house-designed software based on the FastX package [80]. Finally, read pairs that mapped to ribosomal sequences were filtered using SortMeRNA as previously described [81]. Processed reads were aligned with STAR [82] using –alignIntronMax 3000 and –alignMatesGapMac 10000 parameters to avoid very long splicing assignment errors due to a mammalian-based design of the STAR algorithm. The vertical coverage at each base pair for the three replicates was computed using samtools depth [83] and then plotted in Rafter feature scaling and smoothing the curves using mean coverage values in 20 bp sliding windows.

### BSAS sequencing

To measure DNA methylation in *SCR01* target sites we used the BiSulfite Amplicon Sequencing Technique - BSAS [26,35], which relies on PCR enrichment of regions of interest using bisulfite converted DNA as a template. To assess if the presence of *S-*locus sRNA precursors is associated with DNA methylation changes in the respective *SCR01* target regions, we collected immature buds (stage 8–11 according to Smyth et al. [67]) of SCR01, SCR01^*mir1887^, *SCR01* Ah04mir1887 and SCR01^*mir1887^ Ah20mirS3 plants. Eight to ten biological replicates were extracted and bisulfite-converted for each genotype. In parallel with bud collection, SRK01 pistils were pollinated with the anthers from the same plants to confirm the phenotypic self-incompatibility response of the collected lines. Crosses and pollen germination measurements were performed as described previously (see section *Pollen germination assays*). The DNA methylation and phenotypic measurements are paired, meaning that the same individual plant was assayed for both aspects; these are represented by dots of the same color in S5C and S5D Fig.

Genomic DNA was extracted using the NucleoSpin Plant II kit (Macherey-Nagel), and converted with the EZ DNA Methylation Kit (Zymo Research), including the modifications A and B, as described by the supplier, to optimize the conversion efficiency. Converted DNA was then amplified using primers flanking the Ah04mir1887 or Ah20mirS3 target sites in the intron and 5’ region regions of *SCR01*, respectively (S1 Table). For each sRNA precursor, seven amplicons were generated, which amplify the top and bottom strands of the ~ 800 bp that flank the target site. As a negative control, we also amplified *AT2G20610*, which has been previously described to be an unmethylated negative control in *A. thaliana* Col-0 plants [26]. Amplification of bisulfite converted DNA was performed using the TaKaRa EpiTaq HS (Takara), and the resulting PCR reactions were cleaned-up using the NucleoSpin Gel and PCR Clean-up XS kit (Macherey-Nagel). All amplicons obtained from a single biological replicate were pooled in equimolar amounts and a total of 100 ng were used for library preparation following the modified Illumina Nextera Flex library preparation protocol described before [26,84]. Libraries were sequenced in a MiSeq (Illumina) platform using 250 bp paired-end reads. Reads were trimmed, quality-filtered, and mapped to the Ah01 allele using methlypy [85], following the paired-end pipeline and specifying *AT2G20610* as the unmethylated control. Conversion efficiencies for each sample were estimated based on the methylation levels detected in the *AT2G20610* locus, and were between 97% and 83% (S4 Table). The number of methylated reads covering each *SCR01* cytosine position, as givenby methylpy, can be found in S5 Table. Average DNA methylation levels within the top and bottom strands of the ~ 800 bp regions flanking Ah04mir1887 and Ah20mirS3 target sites were summarized in R [86] and plotted with ggplot2 [87]**.**

To identify DNA methylation heterogeneity at the single-molecule level, the methylation rate over each single read aligned to the *SCR01* sequence in three different cytosine contexts (CG, CHG and CHH) was computed using the Bismark methylation call output [88]. For each sample, reads were classified in three distinct categories: highly methylated reads with 90% or more methylated cytosines, weakly methylated reads with a methylation rate inferior to 10%, and everything else in between. Statistical differences in the numbers of highly and weakly methylated reads between *SCR01* and *SCR01* Ah04mir1887 or SCR01^*mir1887^ and SCR01^*mir1887^ Ah20mirS3 genotypes were assessed using a two-tailed Mann-Whitney test with continuity correction.

## Supporting information

S1 Table Primer sequences used in this study.

S2 Table RT-qPCR quantification of *SCR01* expression in Interaction A and Interaction B.

S3 Table *SCR01* expression differences between genotypes (log2FC/ p-value/ significance level). Differences were assessed using an unpaired two-tailed Welch’s t-test on the log2-transformed values in S2 Table.
(XLSX)

S4 Table Estimated bisulfite conversion efficiencies of BSAS samples.

S5 Table Methylpy output containing number of methylated reads in *SCR01* and AT2G20610 regions.

S6 Table Raw sRNA read counts at different control loci, for plants expressing Ah04mir1887 or Ah20mirS3.

S1 Fig *SCR01* TSS in relation to Ah04mir1887 target site. Normalized RNA-seq coverage along the *SCR01* gene is shown for three biological replicates of *Arabidopsis halleri* plants homozygous for Ah01. Exons and introns are represented by black and white regions, respectively. The Ah04mir1887 target site is highlighted in pink, and the three replicates are depicted as curves in different shades of blue. Coverage values (number of reads aligned at each position) were normalized to the maximum value for each replicate to allow comparison of transcription profiles. Curves were smoothed using a 20 bp sliding window with a 1 bp step. The bottom panel provides a magnified view of the target site, showing individual mapped reads from the replicate with the highest coverage relative to the start of Exon 1. Tick marks on the x-axis indicate the distance in base pairs (bp) from the translation start site. This detailed view shows that the majority of *SCR01* transcripts initiate immediately downstream of the Ah04mir1887 target site, approximately -30 to -10 bp from the translation start site, suggesting that the targeted sequence is not included in the most abundant *SCR01* transcript isoform.
(TIFF)

S2 Fig SCR01^*mir1887^ transgenic line. (A) Alignment between the native mir1887 target site on *SCR01* and Ah20mir1887 sRNAs with a targeting score ≥ 18. (B) Alignment between the same sRNAs and the mutated mir1887 target site of the transgenic line SCR01^*mir1887^. Note that the mutations decrease the homology score below 18, suggesting that these sRNAs are not able to target the mutated site. Mutated sites are in red.
(TIFF)

S3 Fig Validation of the RdDM CRISPR/Cas9 mutants generated in this study. **(A-B)** Schematic representation of CRISPR/Cas9 induced mutations in the *AGO4* and *AGO6* genes. Sequence changes are shown in red, premature stop codons are represented by the asterisk. **(C)** Chop-PCR assay on WT C24 plants and *ago4 ago6* double mutant plants. *IGN23* and *AtSN1* correspond to RdDM-dependent methylated regions, while *RDRP* corresponds to a non-methylated region.
(TIFF)

S4 Fig A compatible pollen germination phenotype requires a low *SCR01* transcript abundance. Non-linear regression analysis modeling the relationship between *SCR01* transcript abundance and pollen germination. For both Ah04mir1887 **(A)** and Ah20mirS3 **(B)** sRNA precursors, a compatible pollen germination phenotype (~20–30 germinated pollen grains) requires approximately a 10-fold decrease in SCR01 transcript abundance compared to wild-type levels. Modelling was performed using the SSasymp self-starting asymptotic regression model in R. This analysis was based on the phenotypic and expression data presented in Fig 1C and 1D. *SCR01* expression was measured once in each pollen donor, while pollen germination was recorded on multiple pistils pollinated with the same pollen donor. To account for this non-independence, germination values were averaged per plant prior to model fitting. The black line represents the predicted model, and the gray area corresponds to the 95% confidence interval.
(TIFF)

S5 Fig BiSulfite Amplicon Sequencing (BSAS) of *SCR01* regions targeted by Ah04mir1887 and Ah20mirS3. **(A)** Schematic representation of the BSAS assay performed to measure DNA methylation at the Ah04mir1887 target site (*SCR01* 5’ region - Region A), and at the Ah20mirS3 target site (*SCR01* intron - Region B). Region A and Region B correspond to fragments of 794 and 871 bp, respectively, centered in each sRNA precursor’s target site. **(B)** Phenotypic validation of lines used for the BSAS assay. Colored dots correspond to values obtained for each biological replicate. Number of biological replicates is indicated at the top of the panel. For each biological replicate pollen germination on a total of 5 *SRK01* pistils was counted. Statistical differences were assessed using a two-tailed Mann-Whitney test with continuity correction **(C)** Average DNA methylation levels on Region A (Interaction A) and Region B (Interaction B) of *SCR01*. DNA methylation levels correspond to the average of methylation in all cytosines in the top and bottom DNA strands of sampled regions. Measurements are paired, with each plant used for both pollination (panel B) and the BSAS experiment (panel C) represented by the same color dot, allowing a direct comparison of phenotypic response and DNA methylation levels for each individual. The number of biological replicates is indicated at the top of the panel. Statistical differences were assessed using a two-tailed Mann-Whitney test with continuity correction (ns - non significant, p-value > 0.05; ** - p-value ≤ 0.01).
(TIFF)

S6 Fig DNA methylation levels at Ah04mir1887 and Ah20mirS3 target sites on *SCR01.* BSAS reads were grouped according to the fraction of methylated cytosines within each read. High: reads where nearly all cytosine positions are methylated (> 90% cytosines); Low: reads where very few cytosine positions are methylated (< 10% cytosines); Medium: reads with more than 10% and less that 90% cytosines methylated. Error bars represent the standard deviation between replicates. No statistically significant differences were detected in the number of highly, medium and lowly methylated reads between the *SCR01* and *SCR01* Ah04mir1887 or SCR01^*mir1887^ and SCR01^*mir1887^ Ah20mirS3 genotypes (p-value > 0. 05, two-tailed Mann-Whitney test with continuity correction).
(TIFF)

S7 Fig Aniline blue staining of pistils showing incompatible and compatible pollen germination reactions. Pistils were pollinated with incompatible (left) or compatible (right) pollen and stained with aniline blue. The right panel shows strong fluorescence corresponding to germinating and growing pollen tubes within the style, characteristic of a compatible pollen reaction. In contrast, incompatible pollen (left) fails to germinate or produce elongating pollen tubes. Scale bar: 100μm.
(TIFF)

S8 Fig sRNAs produced from Ah04mir1887 and Ah20mirS3 do not show a specific size bias but vary in their abundance levels. Size distribution of sRNAs derived from Ah04mir1887 **(A)** and Ah20mirS3 **(B)**. **(C-D)** Genomic representation of the Ah04mir1887 and Ah20mirS3 loci, and their respective sRNAs. sRNAs are colored according to their abundance level.
(TIFF)

S9 Fig Molecular features of *A. halleri*-specific sRNAs produced by Ah04mir1887 and Ah20mirS3. **(A-B)** Expression of Ah04mir1887 **(A)** and Ah20mirS3 **(B)** *A. halleri* sRNAs as a function of their targeting score against *SCR01.* The dot color corresponds to the size of the sRNA. The grey box highlights sRNAs predicted to induce a reduction in *SCR01* transcript abundance (score ≥ 18). *n* corresponds to the total number of unique sRNAs identified in *A. halleri*. **(C-D)** Size distribution of *A. halleri* sRNAs derived from Ah04mir1887 **(C)** and Ah20mirS3 **(D)**. **(E-F)** Genomic representation of the Ah04mir1887 **(E)** and Ah20mirS3 **(F)** loci, and the respective *A. halleri* sRNAs. sRNAs are colored according to their abundance level. **(G)** Summary of sRNA sequencing efforts in *A. thaliana* transgenic lines and *A. halleri* lines carrying Ah04mir1887 and Ah20mirS3.
(TIFF)

S10 Fig 5’ terminal nucleotide frequencies in Ah04mir1887 (A) and Ah20mirS3 (B) sRNAs, related to their inferred AGO loading pattern.

S11 Fig sRNA mapping at recessive *SCR* loci. Genome browser snapshots showing sRNA mapping across *SCR* regions in *Arabidopsis halleri* plants. sRNAs in floral buds of plants carrying different combinations of *S*-alleles were sequenced, and their genotypes are indicated on the left. In each case, the shown *SCR* locus corresponds to the recessive allele in the respective *S*-allele combination (*SCR01* in Ah04Ah01 plants and *SCR04* in Ah20Ah04 plants). No considerable sRNA accumulation is observed at these loci, with the exception of a single intronic island corresponding to a TE region. *SCR* exons are represented by black boxes and TEs by green boxes. Pileup tracks indicate sRNA read abundance, while individual sRNAs are shown below and color-coded by strand (red, forward; blue, reverse).
(TIFF)

S12 Fig Size distribution, 5’ terminal nucleotide frequencies, and AGO enrichment in control regions of total, AGO1, and AGO4 IP sRNA libraries from *Arabidopsis thaliana* plants expressing Ah04mir1887 or Ah20mirS3. sRNA features in distinct genomic regions are shown, including canonical miRNAs expressed in floral buds (miR159, miR162, miR165/166, miR167 and miR160), RdDM loci (PolIV/PolV-dependent de novo RdDM loci, Group E loci in Blevins et al.) [89], TAS loci (TAS1a/b) [90], and TEs (all annotated TEs in the TAIR10 genome assembly). The sRNA size distribution, 5’ terminal nucleotide composition, and AGO enrichment follow expected patterns for each region, validating the generated sRNA libraries. AGO enrichment is represented as normalized rpm. Raw sRNA read counts are provided in S6 Table.
(TIFF)

## References

[1] HuangJ, YangL, YangL, WuX, CuiX, ZhangL, et al. Stigma receptors control intraspecies and interspecies barriers in Brassicaceae. Nature. 2023;614(7947):303–8. doi: 10.1038/s41586-022-05640-x 36697825 PMC9908550

[2] LiuC, ShenL, XiaoY, VyshedskyD, PengC, SunX, et al. Pollen PCP-B peptides unlock a stigma peptide-receptor kinase gating mechanism for pollination. Science. 2021;372(6538):171–5. doi: 10.1126/science.abc6107 33833120

[3] NasrallahJB. Stop and go signals at the stigma-pollen interface of the Brassicaceae. Plant Physiol. 2023;193(2):927–48. doi: 10.1093/plphys/kiad301 37423711 PMC10517188

[4] NasrallahJB. Self-incompatibility in the Brassicaceae: regulation and mechanism of self-recognition. In: Current topics in developmental biology. Academic Press; 2019. p. 435–52.10.1016/bs.ctdb.2018.10.00230612626

[5] ZhangL, HuangJ, SuS, WeiX, YangL, ZhaoH, et al. FERONIA receptor kinase-regulated reactive oxygen species mediate self-incompatibility in Brassica rapa. Curr Biol. 2021;31(14):3004-3016.e4. doi: 10.1016/j.cub.2021.04.060 34015250

[6] CastricV, BechsgaardJ, SchierupMH, VekemansX. Repeated adaptive introgression at a gene under multiallelic balancing selection. PLoS Genet. 2008;4(8):e1000168. doi: 10.1371/journal.pgen.1000168 18769722 PMC2517234

[7] GeneteM, CastricV, VekemansX. Genotyping and de novo discovery of allelic variants at the Brassicaceae self-incompatibility locus from short-read sequencing data. Mol Biol Evol. 2020;37(4):1193–201. doi: 10.1093/molbev/msz258 31688901

[8] LawrenceMJ. Population genetics of the homomorphic self-incompatibility polymorphisms in flowering plants. Ann Bot. 2000;85:221–6. doi: 10.1006/anbo.1999.1044

[9] SatoK, NishioT, KimuraR, KusabaM, SuzukiT, HatakeyamaK, et al. Coevolution of the S-locus genes SRK, SLG and SP11/SCR in Brassica oleracea and B. rapa. Genetics. 2002;162(2):931–40. doi: 10.1093/genetics/162.2.931 12399400 PMC1462302

[10] BurghgraeveN, SimonS, BarralS, Fobis-LoisyI, HollA-C, PonitzkiC, et al. Base-pairing requirements for small RNA-mediated gene silencing of recessive self-incompatibility alleles in Arabidopsis halleri. Genetics. 2020;215(3):653–64. doi: 10.1534/genetics.120.303351 32461267 PMC7337072

[11] KakizakiT, TakadaY, ItoA, SuzukiG, ShibaH, TakayamaS, et al. Linear dominance relationship among four class-II S haplotypes in pollen is determined by the expression of SP11 in Brassica self-incompatibility. Plant Cell Physiol. 2003;44(1):70–5. doi: 10.1093/pcp/pcg009 12552149

[12] ShibaH, IwanoM, EntaniT, IshimotoK, ShimosatoH, CheF-S, et al. The dominance of alleles controlling self-incompatibility in Brassica pollen is regulated at the RNA level. Plant Cell. 2002;14(2):491–504. doi: 10.1105/tpc.010378 11884689 PMC152927

[13] LlaurensV, BilliardS, CastricV, VekemansX. Evolution of dominance in sporophytic self-incompatibility systems: I. Genetic load and coevolution of levels of dominance in pollen and pistil. Evolution. 2009;63(9):2427–37. doi: 10.1111/j.1558-5646.2009.00709.x 19473398

[14] DuanT, et al. Dominance between self-incompatibility alleles determines the mating system of Capsella allopolyploids. [Preprint]; 2023 [cited 2023 Sept 19]. Available from: https://www.biorxiv.org/content/10.1101/2023.04.17.537155v110.1093/evlett/qrae011PMC1129161939100231

[15] GoubetPM, BergèsH, BellecA, PratE, HelmstetterN, MangenotS, et al. Contrasted patterns of molecular evolution in dominant and recessive self-incompatibility haplotypes in Arabidopsis. PLoS Genet. 2012;8(3):e1002495. doi: 10.1371/journal.pgen.1002495 22457631 PMC3310759

[16] PrigodaNL, NassuthA, MableBK. Phenotypic and genotypic expression of self-incompatibility haplotypes in Arabidopsis lyrata suggests unique origin of alleles in different dominance classes. Mol Biol Evol. 2005;22(7):1609–20. doi: 10.1093/molbev/msi153 15858208

[17] FisherRA. The possible modification of the response of the wild type to recurrent mutations. Am Nat. 1928;62(679):115–26. doi: 10.1086/280193

[18] BilliardS, CastricV. Evidence for Fisher’s dominance theory: how many ‘special cases’? Trends Genet. 2011;27(11):441–5. doi: 10.1016/j.tig.2011.06.00521782270

[19] DurandE, MéheustR, SoucazeM, GoubetPM, GallinaS, PouxC, et al. Dominance hierarchy arising from the evolution of a complex small RNA regulatory network. Science. 2014;346(6214):1200–5. doi: 10.1126/science.1259442 25477454

[20] TarutaniY, ShibaH, IwanoM, KakizakiT, SuzukiG, WatanabeM, et al. Trans-acting small RNA determines dominance relationships in Brassica self-incompatibility. Nature. 2010;466(7309):983–6. doi: 10.1038/nature09308 20725042

[21] YasudaS, WadaY, KakizakiT, TarutaniY, Miura-UnoE, MuraseK, et al. A complex dominance hierarchy is controlled by polymorphism of small RNAs and their targets. Nat Plants. 2016;3:16206. doi: 10.1038/nplants.2016.206 28005058

[22] ShibaH, KakizakiT, IwanoM, TarutaniY, WatanabeM, IsogaiA, et al. Dominance relationships between self-incompatibility alleles controlled by DNA methylation. Nat Genet. 2006;38(3):297–9. doi: 10.1038/ng1734 16444272

[23] ChellappanP, XiaJ, ZhouX, GaoS, ZhangX, CoutinoG, et al. siRNAs from miRNA sites mediate DNA methylation of target genes. Nucleic Acids Res. 2010;38(20):6883–94. doi: 10.1093/nar/gkq590 20621980 PMC2978365

[24] KhraiweshB, et al. Transcriptional control of gene expression by microRNAs. Cell. 2010;140:111–22.20085706 10.1016/j.cell.2009.12.023

[25] PandaK, JiL, NeumannDA, DaronJ, SchmitzRJ, SlotkinRK. Full-length autonomous transposable elements are preferentially targeted by expression-dependent forms of RNA-directed DNA methylation. Genome Biol. 2016;17(1):170. doi: 10.1186/s13059-016-1032-y 27506905 PMC4977677

[26] SigmanMJ, PandaK, KirchnerR, McLainLL, PayneH, PeasariJR, et al. An siRNA-guided ARGONAUTE protein directs RNA polymerase V to initiate DNA methylation. Nat Plants. 2021;7(11):1461–74. doi: 10.1038/s41477-021-01008-7 34750500 PMC8592841

[27] WuL, ZhouH, ZhangQ, ZhangJ, NiF, LiuC, et al. DNA methylation mediated by a microRNA pathway. Mol Cell. 2010;38(3):465–75. doi: 10.1016/j.molcel.2010.03.008 20381393

[28] NasrallahME, LiuP, Sherman-BroylesS, BoggsNA, NasrallahJB. Natural variation in expression of self-incompatibility in Arabidopsis thaliana: implications for the evolution of selfing. Proc Natl Acad Sci U S A. 2004;101(45):16070–4. doi: 10.1073/pnas.0406970101 15505209 PMC528763

[29] NasrallahME, LiuP, NasrallahJB. Generation of self-incompatible Arabidopsis thaliana by transfer of two S locus genes from A. lyrata. Science. 2002;297(5579):247–9. doi: 10.1126/science.1072205 12114625

[30] BoggsNA, NasrallahJB, NasrallahME. Independent S-locus mutations caused self-fertility in Arabidopsis thaliana. PLoS Genet. 2009;5(3):e1000426. doi: 10.1371/journal.pgen.1000426 19300485 PMC2650789

[31] FujiiS, Shimosato-AsanoH, KakitaM, KitanishiT, IwanoM, TakayamaS. Parallel evolution of dominant pistil-side self-incompatibility suppressors in Arabidopsis. Nat Commun. 2020;11(1):1404. doi: 10.1038/s41467-020-15212-0 32179752 PMC7075917

[32] VoinnetO. Origin, biogenesis, and activity of plant microRNAs. Cell. 2009;136:669–87.19239888 10.1016/j.cell.2009.01.046

[33] HeX-J, HsuY-F, PontesO, ZhuJ, LuJ, BressanRA, et al. NRPD4, a protein related to the RPB4 subunit of RNA polymerase II, is a component of RNA polymerases IV and V and is required for RNA-directed DNA methylation. Genes Dev. 2009;23(3):318–30. doi: 10.1101/gad.1765209 19204117 PMC2648547

[34] ChanSW-L, et al. RNA silencing genes control de novo DNA methylation. Science. 2004;303:1336.14988555 10.1126/science.1095989

[35] MasserDR, BergAS, FreemanWM. Focused, high accuracy 5-methylcytosine quantitation with base resolution by benchtop next-generation sequencing. Epigenetics Chromatin. 2013;6(1):33. doi: 10.1186/1756-8935-6-33 24279302 PMC3907040

[36] MiS, CaiT, HuY, ChenY, HodgesE, NiF, et al. Sorting of small RNAs into Arabidopsis argonaute complexes is directed by the 5’ terminal nucleotide. Cell. 2008;133(1):116–27. doi: 10.1016/j.cell.2008.02.034 18342361 PMC2981139

[37] Le VèveA. Balancing selection, genetic load and dominance between self-incompatibility alleles in Arabidopsis: an empirical and theoretical study of this ménage à trois. Université de Lille; 2022.

[38] LiuH, LeiC, HeQ, PanZ, XiaoD, TaoY. Nuclear functions of mammalian MicroRNAs in gene regulation, immunity and cancer. Mol Cancer. 2018;17(1):64. doi: 10.1186/s12943-018-0765-5 29471827 PMC5822656

[39] O’BrienJ, HayderH, ZayedY, PengC. Overview of microRNA biogenesis, mechanisms of actions, and circulation. Front Endocrinol. 2018;9.10.3389/fendo.2018.00402PMC608546330123182

[40] RobertsTC. The microRNA biology of the mammalian nucleus. Mol Ther - Nucleic Acids. 2014;3.10.1038/mtna.2014.40PMC422160025137140

[41] HofferP, IvashutaS, PontesO, VitinsA, PikaardC, MroczkaA, et al. Posttranscriptional gene silencing in nuclei. Proc Natl Acad Sci U S A. 2011;108(1):409–14. doi: 10.1073/pnas.1009805108 21173264 PMC3017132

[42] BolognaNG, IselinR, AbriataLA, SarazinA, PumplinN, JayF, et al. Nucleo-cytosolic shuttling of ARGONAUTE1 prompts a revised model of the plant MicroRNA pathway. Mol Cell. 2018;69(4):709-719.e5. doi: 10.1016/j.molcel.2018.01.007 29398448

[43] FangY, SpectorDL. Identification of nuclear dicing bodies containing proteins for microRNA biogenesis in living Arabidopsis plants. Curr Biol. 2007;17(9):818–23. doi: 10.1016/j.cub.2007.04.005 17442570 PMC1950788

[44] WangW, YeR, XinY, FangX, LiC, ShiH, et al. An importin β protein negatively regulates MicroRNA activity in Arabidopsis. Plant Cell. 2011;23(10):3565–76. doi: 10.1105/tpc.111.091058 21984696 PMC3229135

[45] BaumbergerN, BaulcombeDC. Arabidopsis ARGONAUTE1 is an RNA Slicer that selectively recruits microRNAs and short interfering RNAs. Proc Natl Acad Sci U S A. 2005;102(33):11928–33. doi: 10.1073/pnas.0505461102 16081530 PMC1182554

[46] DolataJ, BajczykM, BielewiczD, NiedojadloK, NiedojadloJ, PietrykowskaH, et al. Salt stress reveals a new role for ARGONAUTE1 in miRNA biogenesis at the transcriptional and posttranscriptional levels. Plant Physiol. 2016;172(1):297–312. doi: 10.1104/pp.16.00830 27385819 PMC5074614

[47] de FelippesFF, WaterhousePM. The whys and wherefores of transitivity in plants. Front Plant Sci. 2020;11.10.3389/fpls.2020.579376PMC748886932983223

[48] FinneganEJ, LiangD, WangM-B. Self-incompatibility: Smi silences through a novel sRNA pathway. Trends Plant Sci. 2011;16(5):238–41. doi: 10.1016/j.tplants.2011.01.002 21306936

[49] FujiiS, KuboK-I, TakayamaS. Non-self- and self-recognition models in plant self-incompatibility. Nat Plants. 2016;2(9):16130. doi: 10.1038/nplants.2016.130 27595657

[50] ZhaoH, ZhangY, ZhangH, SongY, ZhaoF, ZhangY, et al. Origin, loss, and regain of self-incompatibility in angiosperms. Plant Cell. 2022;34(1):579–96. doi: 10.1093/plcell/koab266 34735009 PMC8774079

[51] CuiJ, YouC, ChenX. The evolution of microRNAs in plants. Curr Opin Plant Biol. 2017;35:61–7. doi: 10.1016/j.pbi.2016.11.006 27886593 PMC5342909

[52] CuperusJT, FahlgrenN, CarringtonJC. Evolution and functional diversification of MIRNA genes. Plant Cell. 2011;23(2):431–42. doi: 10.1105/tpc.110.082784 21317375 PMC3077775

[53] FahlgrenN, JogdeoS, KasschauKD, SullivanCM, ChapmanEJ, LaubingerS, et al. MicroRNA gene evolution in Arabidopsis lyrata and Arabidopsis thaliana. Plant Cell. 2010;22(4):1074–89. doi: 10.1105/tpc.110.073999 20407027 PMC2879733

[54] FahlgrenN, HowellMD, KasschauKD, ChapmanEJ, SullivanCM, CumbieJS, et al. High-throughput sequencing of Arabidopsis microRNAs: evidence for frequent birth and death of MIRNA genes. PLoS One. 2007;2(2):e219. doi: 10.1371/journal.pone.0000219 17299599 PMC1790633

[55] AllenE, XieZ, GustafsonAM, SungG-H, SpataforaJW, CarringtonJC. Evolution of microRNA genes by inverted duplication of target gene sequences in Arabidopsis thaliana. Nat Genet. 2004;36(12):1282–90. doi: 10.1038/ng1478 15565108

[56] PavanF, LacosteE, CastricV, LegrandS. Scenarios for the emergence of new microRNA genes in the plant Arabidopsis halleri. Plant Cell Physiol. 2025;66(4):542–53. doi: 10.1093/pcp/pcaf004 39820477

[57] BastideH, SaenkoSV, ChouteauM, JoronM, LlaurensV. Dominance mechanisms in supergene alleles controlling butterfly wing pattern variation: insights from gene expression in Heliconius numata. Heredity (Edinb). 2023;130(2):92–8. doi: 10.1038/s41437-022-00583-5 36522413 PMC9905084

[58] JoronM, JigginsCD, PapanicolaouA, McMillanWO. Heliconius wing patterns: an evo-devo model for understanding phenotypic diversity. Heredity (Edinb). 2006;97(3):157–67. doi: 10.1038/sj.hdy.6800873 16835591

[59] SteinRJ, HörethS, de MeloJRF, SyllwasschyL, LeeG, GarbinML, et al. Relationships between soil and leaf mineral composition are element-specific, environment-dependent and geographically structured in the emerging model Arabidopsis halleri. New Phytol. 2017;213(3):1274–86. doi: 10.1111/nph.14219 27735064 PMC5248639

[60] CloughSJ, BentAF. Floral dip: a simplified method for Agrobacterium-mediated transformation of Arabidopsis thaliana. Plant J. 1998;16(6):735–43. doi: 10.1046/j.1365-313x.1998.00343.x 10069079

[61] XingH-L, DongL, WangZ-P, ZhangH-Y, HanC-Y, LiuB, et al. A CRISPR/Cas9 toolkit for multiplex genome editing in plants. BMC Plant Biol. 2014;14:327. doi: 10.1186/s12870-014-0327-y 25432517 PMC4262988

[62] WangZ-P, XingH-L, DongL, ZhangH-Y, HanC-Y, WangX-C, et al. Egg cell-specific promoter-controlled CRISPR/Cas9 efficiently generates homozygous mutants for multiple target genes in Arabidopsis in a single generation. Genome Biol. 2015;16(1):144. doi: 10.1186/s13059-015-0715-0 26193878 PMC4507317

[63] LahmyS, PontierD, Bies-EtheveN, LaudiéM, FengS, JobetE, et al. Evidence for ARGONAUTE4-DNA interactions in RNA-directed DNA methylation in plants. Genes Dev. 2016;30(23):2565–70. doi: 10.1101/gad.289553.116 27986858 PMC5204349

[64] DuanC-G, ZhangH, TangK, ZhuX, QianW, HouY-J, et al. Specific but interdependent functions for Arabidopsis AGO4 and AGO6 in RNA-directed DNA methylation. EMBO J. 2015;34(5):581–92. doi: 10.15252/embj.201489453 25527293 PMC4365029

[65] SmithSM, MaughanPJ. SNP genotyping using KASPar assays. Methods Mol Biol. 2015;1245:243–56. doi: 10.1007/978-1-4939-1966-6_18 25373762

[66] LlaurensV, BilliardS, LeducqJ-B, CastricV, KleinEK, VekemansX. Does frequency-dependent selection with complex dominance interactions accurately predict allelic frequencies at the self-incompatibility locus in Arabidopsis halleri?. Evolution. 2008;62(10):2545–57. doi: 10.1111/j.1558-5646.2008.00469.x 18647339

[67] SmythDR, BowmanJL, MeyerowitzEM. Early flower development in Arabidopsis. Plant Cell. 1990;2(8):755–67. doi: 10.1105/tpc.2.8.755 2152125 PMC159928

[68] PfafflMW. A new mathematical model for relative quantification in real-time RT-PCR. Nucleic Acids Res. 2001;29(9):e45. doi: 10.1093/nar/29.9.e45 11328886 PMC55695

[69] Barre-VilleneuveC, LaudiéM, CarpentierM-C, KuhnL, LagrangeT, Azevedo-FavoryJ. The unique dual targeting of AGO1 by two types of PRMT enzymes promotes phasiRNA loading in Arabidopsis thaliana. Nucleic Acids Res. 2024;52(5):2480–97. doi: 10.1093/nar/gkae045 38321923 PMC10954461

[70] KruegerF. TrimGalore; 2016. Deposited 2016.

[71] AxtellMJ. ShortStack: comprehensive annotation and quantification of small RNA genes. RNA. 2013;19(6):740–51. doi: 10.1261/rna.035279.11223610128 PMC3683909

[72] GuZ. Complex heatmap visualization. Imeta. 2022;1(3):e43. doi: 10.1002/imt2.43 38868715 PMC10989952

[73] GuZ, GuL, EilsR, SchlesnerM, BrorsB. Circlize implements and enhances circular visualization in R. Bioinformatics. 2014;30:2811–2.24930139 10.1093/bioinformatics/btu393

[74] BelserC, IstaceB, DenisE, DubarryM, BaurensF-C, FalentinC, et al. Chromosome-scale assemblies of plant genomes using nanopore long reads and optical maps. Nat Plants. 2018;4(11):879–87. doi: 10.1038/s41477-018-0289-4 30390080

[75] ChenY, NieF, XieS-Q, ZhengY-F, DaiQ, BrayT, et al. Efficient assembly of nanopore reads via highly accurate and intact error correction. Nat Commun. 2021;12(1):60. doi: 10.1038/s41467-020-20236-7 33397900 PMC7782737

[76] VaserR, SovićI, NagarajanN, ŠikićM. Fast and accurate de novo genome assembly from long uncorrected reads. Genome Res. 2017;27(5):737–46. doi: 10.1101/gr.214270.116 28100585 PMC5411768

[77] AuryJ-M, IstaceB. Hapo-G, haplotype-aware polishing of genome assemblies with accurate reads. NAR Genom Bioinform. 2021;3(lqab034).10.1093/nargab/lqab034PMC809237233987534

[78] HuangS, KangM, XuA. HaploMerger2: rebuilding both haploid sub-assemblies from high-heterozygosity diploid genome assembly. Bioinformatics. 2017;33(16):2577–9. doi: 10.1093/bioinformatics/btx220 28407147 PMC5870766

[79] SolovyevV, KosarevP, SeledsovI, VorobyevD. Automatic annotation of eukaryotic genes, pseudogenes and promoters. Genome Biol. 2006;7 Suppl 1(Suppl 1):S10.1-12. doi: 10.1186/gb-2006-7-s1-s10 16925832 PMC1810547

[80] BelserC, PoulainJ, LabadieK, GavoryF, AlbertiA, GuyJ, et al. Integrative omics framework for characterization of coral reef ecosystems from the Tara Pacific expedition. Sci Data. 2023;10(1):326. doi: 10.1038/s41597-023-02204-0 37264047 PMC10235121

[81] LiR, LiY, KristiansenK, WangJ. SOAP: short oligonucleotide alignment program. Bioinformatics. 2008;24(5):713–4. doi: 10.1093/bioinformatics/btn025 18227114

[82] DobinA, DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, JhaS, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15–21. doi: 10.1093/bioinformatics/bts635 23104886 PMC3530905

[83] DanecekP, BonfieldJK, LiddleJ, MarshallJ, OhanV, PollardMO, et al. Twelve years of SAMtools and BCFtools. Gigascience. 2021;10(2):giab008. doi: 10.1093/gigascience/giab008 33590861 PMC7931819

[84] GaioD, et al. Hackflex: low cost Illumina Nextera Flex sequencing library construction. bioRxiv. 2021;2021:779215. doi: 10.1101/779215

[85] SchultzMD, HeY, WhitakerJW, HariharanM, MukamelEA, LeungD, et al. Human body epigenome maps reveal noncanonical DNA methylation variation. Nature. 2015;523(7559):212–6. doi: 10.1038/nature14465 26030523 PMC4499021

[86] R Core Team. R: a language and environment for statistical computing | BibSonomy; 2017. Available from: https://www.R-project.org/

[87] WickhamH. ggplot2: Elegant graphics for data analysis. Springer; 2009.

[88] KruegerF, AndrewsSR. Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. Bioinformatics. 2011;27(11):1571–2. doi: 10.1093/bioinformatics/btr167 21493656 PMC3102221

[89] BlevinsT, PontvianneF, CocklinR, PodichetiR, ChandrasekharaC, YerneniS, et al. A two-step process for epigenetic inheritance in Arabidopsis. Mol Cell. 2014;54(1):30–42. doi: 10.1016/j.molcel.2014.02.019 24657166 PMC3988221

[90] YoshikawaM, PeragineA, ParkMY, PoethigRS. A pathway for the biogenesis of trans-acting siRNAs in Arabidopsis. Genes Dev. 2005;19(18):2164–75. doi: 10.1101/gad.1352605 16131612 PMC1221887

How the deposited data were processed for this re-analysis (not part of the article)

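The data are sRNAs of 18 to 25 nt sequenced from transgenic A. thaliana C24 plants carrying the A. halleri precursor Ah04mir1887, Ah20mirS3 or Ah20mirS2. For each precursor there are 3 libraries, 1 each of the input, AGO1-IP and AGO4-IP fractions, 9 libraries in all. The authors trimmed, quality-filtered and size-selected the reads with TrimGalore, mapped them with ShortStack with 1 mismatch allowed, to TAIR10 with the S-locus masked and to the A. halleri S-allele, and kept the reads mapping only to the S-locus. They deposited 1 table per precursor with the position, length, strand and sequence of each sRNA and the code of the library it was found in. The deposited tables hold positions and lengths in nt and no read counts, abundances, targeting scores or AGO loading classes. The tables therefore do not show the depth per library, and no value computed from them is weighted by abundance, although whether an sRNA is listed, and under how many codes, depends on its abundance and on the depth. The paper's summary of its sequencing effort, S9G Fig, was not used here, and the raw reads in its S6 Table cover control loci only, not whole libraries.

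The 3 library codes in each table could not be tied to a fraction from the sample labels, the paper or its supplementary tables. Values at the paper's conclusions were therefore taken over the 3 codes of a precursor together. The conclusions on AGO loading, abundance, targeting scores and A. halleri libraries were not analysed here. The design written before the data were examined assumed abundances per fraction. Its rules for named sRNAs, by highest abundance or score, could not be applied, and the genes and sRNAs named here were chosen after their values were seen. No test across replicates was possible with 1 library per fraction, and no p-value is given.

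The Ah20mirS2 table repeats 1 of its 95 rows, which was counted once. Start positions were read as in a BED file and are given counted from 1. Distinct sRNAs were counted by position and sequence. The precursor sequence was rebuilt from overlapping sRNAs, uncovered bases were set to unknown, and the sequence was folded with RNAfold of ViennaRNA 2.7.2 with default settings. The terminal loop was the loop enclosed by the most base pairs, and each sRNA was assigned to an arm by its midpoint, with the 5' end as the alternative. Shares carry 95% Wilson intervals, which cover counting error only. Shares of sRNAs with a 5' U were compared with 10000 random placements of the same lengths on the same arms. As a second comparison, the 5' ends of each arm were shifted together along the arm, which was added after the first had been seen.

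The sRNAs were searched on both strands of the RefSeq copy of TAIR10.1, a later release of the assembly the authors mapped to, allowing up to 4 mismatches and no gaps. A partial match scoring at least 18 was thus not counted where the whole sRNA had more than 4 mismatches. Sites were scored on the strand complementary to the sRNA, as in the paper's methods, with 1 for a match, -1 for a mismatch and -0.5 for a G:U wobble, and a threshold of 18. The background came from 5 sets of sRNAs shuffled singly and, added after their result had been seen, from the same windows cut from 10 sets of shuffled precursors. The 200 simulated hairpins and 200 simulated genome sites used to check the scripts were all recovered. The simulated hairpins had perfect stems, full coverage and a structure set in advance. Folding, mismatched stems and uncovered bases were thus not part of this check. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used. Shares at control loci were computed from the reads in the paper's S6 Table.

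The alternatives were the arm assignment by the 5' end, set before the data were examined, and 2 chosen after seeing the data, which kept only the sRNAs listed under at least 2 codes or left out 1 code at a time.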

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

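The tests on degradation and on joint shifts of 5' ends were chosen after the results were seen. Ah20mirS2 libraries belong to the study, but the paper's text reports no sRNAs for them. The deposited table lists 68 distinct Ah20mirS2 sRNAs, between positions 2191 and 2322 on the minus strand of the Ah20 S-allele sequence. They came from both arms of a predicted hairpin with a minimum free energy of -48.4 kcal/mol and 45 base pairs, 38 from the 5' arm and 30 from the 3' arm by their midpoint. The rebuilt 5' part reads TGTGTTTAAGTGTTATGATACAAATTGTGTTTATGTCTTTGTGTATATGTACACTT. The table has no control library, and each sRNA is a listed sequence without a read count.

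Of the 68 sRNAs, 0 matched TAIR10.1 with at most 1 mismatch. Reads of a locus with the TAIR10.1 sequence would match it, which goes against such a locus as the source of the 68 listed sRNAs. The filter the authors describe keeps only reads mapping to the S-locus, which accounts for few such reads remaining. The C24 genome was not used here, so a locus whose sequence differs in C24 is not covered. Reads shared with the other precursors do not account for the list, since 0 of the sRNAs matched the rebuilt Ah04mir1887 or Ah20mirS3 sequence with at most 1 mismatch.

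Random degradation of the transgene transcript would give an even or steadily falling length distribution. The listed lengths followed neither shape, with 20 sRNAs of 21 nt (29.4%, 95% Wilson interval 19.9 to 41.1%), 11 of 20 nt, 6 of 22 nt and 11 of 23 nt. The intervals of the 20-nt and 23-nt shares, each 9.28 to 26.7%, overlapped that of the 21-nt share. With the library codes left out 1 at a time, a setting chosen after seeing the data, the 21-nt share was 30.4, 22.0 or 32.2%. The share with a 5' U lay at percentile 99.98 of random placements and 99.9 of joint shifts of the 5' ends. This goes against cuts at random positions without later selection of sRNAs by their 5' nucleotide. Dicing into duplexes, the biological explanation tested, would give most pairs at a 2-nt 3' overhang, but 5 pairs had it and 7 had blunt ends. The overhangs other than 2 nt had a median of 3.0 pairs, and such low numbers do not rule dicing out. Size selection and AGO-IP also select sRNAs by length and 5' nucleotide, whichever way the sRNAs were made, and overlapping sRNAs are not independent. Neither the lengths nor the 5' U share can thus exclude degradation, even as the only source. No explanation based on the fractions was tested, since the library codes are not tied to them.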

How the results depend on the processing

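No paired analysis was possible because each precursor has 1 library per fraction and no replicates. The arm assignment by the 5' end was the only alternative set before the data were examined that gave a value of its own. It left each number of sRNAs per arm within 1.5 times the number by midpoint in all 3 precursors, but changed which arm of Ah04mir1887 had more sRNAs, with 48 on the 5' arm and 47 on the 3' arm. Restricting the counts to sRNAs found in at least 1 of the A. thaliana libraries could not move them, since every row carries a library code. The alternatives on abundance, AGO loading, targeting scores, sRNA clusters and A. halleri libraries were not run, because the tables hold no such values.

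The 2 settings that follow were chosen after seeing the data. With only the sRNAs listed under at least 2 codes, 37 sRNAs of Ah04mir1887, 41 of Ah20mirS3 and 20 of Ah20mirS2 were left. The 5' and 3' arms then had 13 and 24 sRNAs for Ah04mir1887, 16 and 25 for Ah20mirS3, and 15 and 5 for Ah20mirS2. The share of 21-nt sRNAs became 36.6% for Ah20mirS3, above the Wilson interval of the full list. The cause was not tested.

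With each library code left out in turn, the number of distinct sRNAs ranged from 59 to 87 for Ah04mir1887, from 61 to 101 for Ah20mirS3 and from 41 to 59 for Ah20mirS2. The 5' arm had from 26 to 36, from 28 to 43 and from 22 to 36 sRNAs, and the 3' arm from 33 to 51, from 33 to 62 and from 19 to 26, for the 3 precursors in the same order. In each fit that left out 1 code, and with at least 2 codes required, 21 nt was the most frequent length of each precursor. The number of distinct sRNAs thus depended on the libraries included, and the lack of depths in the tables limits any comparison of these numbers between precursors.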

Differences from the paper's values

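The paper counts at least 224 Ah20mirS3 sRNAs, a number it takes over A. thaliana and A. halleri libraries and earlier sequencing. The deposited table lists 109. No alternative set before the data were examined that was run can change this number, and the settings chosen after seeing the values only take part of the list, so none of them tests the gap.

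The paper states that no length stands out clearly among its combined sRNAs of A. thaliana and A. halleri. The list used here covers the A. thaliana libraries only. In it, 28 of the 109 distinct Ah20mirS3 sRNAs were 21 nt long, more than any other length. The Wilson interval of their share overlapped that of the 21 sRNAs of 22 nt. The sets of sRNAs differ, so the list does not test the paper's statement.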

Other observations

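The tests on shared 5' ends, on joint shifts of 5' ends, on exon sites against shuffled precursors, on the A. thaliana MIR1887 locus and on incomplete sampling were chosen after the results were seen. The 3 codes of a precursor are not tied to a fraction, so no biological explanation based on the fractions was tested.

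Of the 95 Ah04mir1887 sRNAs, 58 (61.1%) were identical to a stretch of the A. thaliana reference, TAIR10.1 chromosome 4 from 11370253 to 11370318, which overlaps the annotated gene MIR1887. The stretch reads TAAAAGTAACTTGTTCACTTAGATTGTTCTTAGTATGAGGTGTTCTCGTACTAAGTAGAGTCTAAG. Along the rebuilt precursor, counted from 1 at its 5' end, TAIR10.1 first differs downstream of this stretch by T95A and G99C, and upstream of it by G27A, with the precursor's base first. As the authors masked the S-locus of TAIR10 before mapping, a read identical to both loci would not have been removed as an A. thaliana read. If these sRNAs came from the A. thaliana locus, nearly all would match it exactly, but 37 did not. The authors allowed 1 mismatch, so reads of the A. thaliana locus over the first differing base downstream would be listed with the TAIR10.1 base. Of the 30 listed sRNAs over that base, 0 carried it, which goes against a contribution from a locus with the TAIR10.1 sequence. Overlapping sRNAs differed at 0 bases in each of the 3 tables, though, and whether sequences with a mismatch were listed is not known here. A contribution of the A. thaliana locus to the 58 matching sRNAs is thus not excluded. The C24 genome was not used here, and TAIR10.1 is that of Col-0. Among sites with up to 4 mismatches, 27 of the Ah20mirS3 sRNAs had a site of at least 18 in score, or of at most 1 mismatch, between 11370500 and 11370535. These sites began 181 nt downstream of the identical stretch.

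The sRNAs of a diced hairpin would pair between the arms with 2-nt 3' overhangs. For Ah20mirS3, 20 pairs of a 5' arm and a 3' arm sRNA had a 2-nt 3' overhang at both ends, the highest number among the 15 overhangs from -6 to 8 nt, whose other numbers had a median of 10.5. The neighbouring overhang of 1 nt had 17 pairs, and these numbers were not compared with random placements. Dicing of some of the sRNAs into such duplexes would give a peak at 2 nt, but whether this peak exceeds chance was not tested. For Ah04mir1887, 7 pairs had a 2-nt overhang, the other overhangs had a median of 5.5 and the highest number, 13, fell at -4 nt. For Ah20mirS2, 5 pairs had a 2-nt overhang, the other overhangs had a median of 3.0 and the highest number, 7, fell at 0 nt. A highest number at 2 nt was thus not found for these 2 precursors. The lists do not weigh sRNAs by abundance, and the few Ah20mirS2 pairs cannot decide whether such duplexes were made.

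The share of distinct sRNAs with a 5' U was 36.8% for Ah04mir1887, 53.2% for Ah20mirS3 and 58.8% for Ah20mirS2. Among random placements of the same lengths on the same arms, these shares lay at percentile 77.3, 99.8 and 99.98. Random placement was the comparison chosen first. With the 5' ends of each arm shifted together, which keeps neighbouring ends together and was added once the first result had been seen, they lay at percentile 68.6, 95.6 and 99.9. Base composition of the arms could thus account for the share in Ah04mir1887, and under joint shifts but not random placement in Ah20mirS3, but not for that in Ah20mirS2. As the 3 codes of each precursor include AGO-IP libraries, loading by AGO proteins and dicing cannot be told apart as sources of the remaining excess.

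Several sRNAs shared a 5' end more often than a 3' end in 2 of the precursors. The number of distinct 3' ends exceeded that of distinct 5' ends by 9 for Ah20mirS3 and 8 for Ah20mirS2, at percentile 98.2 and 99.1 of random placements, and by 1 for Ah04mir1887, at percentile 60.1. This may reflect trimming or uneven dicing of the 3' ends in Ah20mirS3 and Ah20mirS2, a hypothesis the lists cannot test further. Random placements ignore that sRNAs cluster along the arms, so these percentiles rest on that simplification, and no other comparison was run.

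Over the 3 precursors, 24 of the 272 sRNAs had a site with a score of at least 18 in an A. thaliana exon, on the strand of the transcript. Of these, 2 were Ah04mir1887 sRNAs with their site in MIR1887, which overlaps the stretch identical to part of Ah04mir1887. They are thus not sites in an unrelated transcript. The number of 24 was compared with 2 kinds of shuffled sequences, which gave different answers. In 5 sets in which each sRNA was shuffled on its own, the comparison chosen first, the number ranged from 6 to 12 with a median of 10.0, below the 24 observed. Shuffling sRNAs singly breaks up the overlaps through which neighbouring sRNAs share a site, and the second comparison was added for this reason once the result of the first had been seen. In its 10 sets of windows cut from shuffled precursors, the number ranged from 6 to 31 with a median of 18, which includes the 24 observed. Similarity to A. thaliana transcripts beyond chance was therefore not established, and the answer depends on how chance is defined. For Ah20mirS3 alone, 19 sRNAs had such a site, against 1 to 9 with sRNAs shuffled singly and 0 to 16 with shuffled precursors, a comparison picked from the 3 precursors after its values were seen. Of these, 16 shared 1 site in UNE15 (AT4G13560, chromosome 4, 7880359 to 7880386, highest score 20.5) and 11 a site in AT2G31520 (chromosome 2, 13423831 to 13423856, highest score 19). Whether these transcripts change in the transgenic lines was not analysed here.

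Fewer Ah20mirS3 sRNAs were listed than the paper counts. If the 3 library codes were a random sample of 1 pool, the Chao2 estimate of its size would be 160, against the paper's 224. For Ah04mir1887 the same estimate was 143, above the paper's 106, although the paper's number covers more libraries. The paper gives its numbers as minima, so an estimate above 106 does not conflict with it. The codes are different fractions of the plants rather than repeated samples, so the estimate cannot show whether incomplete sampling accounts for the difference. The identifiers of the listed sRNAs run up to 332 for Ah04mir1887, 415 for Ah20mirS3 and 125 for Ah20mirS2, beyond the 95, 109 and 68 listed.

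The 3 library codes of each precursor, whose fractions are not known here, differed in the sRNAs they listed. For Ah04mir1887, the codes listed 72, 30 and 45 sRNAs, with 41.7%, 66.7% and 28.9% starting with U. For Ah20mirS3 they listed 46, 78 and 38, with 52.2%, 67.9% and 21.1% starting with U. For Ah20mirS2 they listed 29, 42 and 23, with 51.7%, 71.4% and 60.9% starting with U. The median lengths, in the same order, were 22, 21 and 21 nt for Ah04mir1887, 22, 21 and 23 nt for Ah20mirS3 and 22, 21 and 23 nt for Ah20mirS2.

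On the mutated SCR01 site of the paper's S1 Table, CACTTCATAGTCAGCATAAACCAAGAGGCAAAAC, the highest Smith-Waterman score of an Ah04mir1887 sRNA with the paper's scoring was 11, and that of an Ah20mirS3 sRNA was 6.0. None of the listed sRNAs reached 18 on these 34 nt. The paper changed this site to disrupt its homology with Ah20mir1887 sRNAs, and places the Ah20mirS3 target in the intron. Low scores were thus largely set in advance. The native site was not scored, so these values do not show an effect of the mutations.

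In the paper's S6 Table, 54.9% of the AGO4-IP reads at TAS loci in Ah04mir1887 plants were 23 nt long and began with A, and 52.5% in Ah20mirS3 plants. In the total sRNA libraries the same class made up 6.62% and 7.94%. At canonical miRNAs, 20-nt reads beginning with U made up 16.2% and 15.3% of the AGO4-IP reads, 7.48% and 4.08% of the AGO1-IP reads and 2.11% and 3.70% of the total sRNAs, in the same order of plants. There is 1 library of each kind, so the spread of these shares is not known.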
